# Rex1/Zfp42 is dispensable for pluripotency in mouse ES cells

**DOI:** 10.1186/1471-213X-8-45

**Published:** 2008-04-24

**Authors:** Shinji Masui, Satoshi Ohtsuka, Rika Yagi, Kadue Takahashi, Minoru SH Ko, Hitoshi Niwa

## Abstract

**Background:**

*Rex1*/*Zfp42 *has been extensively used as a marker for the undifferentiated state of pluripotent stem cells. However, its function in pluripotent stem cells including embryonic stem (ES) cells remained unclear although its involvement in visceral endoderm differentiation in F9 embryonal carcinoma (EC) cells was reported.

**Results:**

We showed the function of *Rex1 *in mouse ES cells as well as in embryos using the conventional gene targeting strategy. Our results clearly indicated that *Rex1 *function is dispensable for both the maintenance of pluripotency in ES cells and the development of embryos. However, *Rex1*-/- ES cells showed the defect to induce a subset of the marker genes of visceral endoderm, when differentiated as embryoid body, as found in EC cells.

**Conclusion:**

*Rex1 *should be regarded just as a marker of pluripotency without functional significance like the activity of alkaline phosphatase.

## Background

Pluripotency is the differentiation ability of a cell to give rise all embryonic and adult cell types. Studies of embryonic stem (ES) cells have revealed molecular mechanisms that govern pluripotency involving in both genetic and epigenetic mechanisms [1,2]. Three transcription factors Oct3/4, Sox2 and Nanog are regarded as pivotal regulators because the loss-of-function experiments confirmed their essential functions for maintenance of pluripotency in ES cells as well as in peri-implantation development [3-7]. Moreover, the gain-of-function experiments emphasize their function associated to pluripotency. Nanog overexpression supports self-renewal of mouse ES cells in the absence of leukemia inhibitory factor (LIF) and promote imposition of pluripotency on somatic cells after cell-fusion with ES cells [8,9], whereas ectopic expression of Oct3/4 and Sox2 with additional two transcription factors Klf4 and cMyc is sufficient to induce pluripotency in embryonic and adult fibroblast cells [10]. Oct3/4 co-operates with Sox2 to activate transcription of the target genes including Oct3/4 [11], Sox2 [12] and Nanog [13]. It has been recently shown that Sox2 is essential to maintain expression of Oct3/4 in ES cells [7], suggesting that these three transcription factors form a network to maintain pluripotency.

In addition to Oct3/4, Sox2 and Nanog, other putative transcription factors expressing pluripotent stem cells in stem-cell-specific manner have been identified. Rex1 (for reduced expression-1, also known as *Zfp42*) was first identified a gene that expresses in F9 embryonal carcinoma (EC) cells and is down-regulated after retinoic acid (RA) treatment to induce differentiation [14]. This gene encodes a C2H2 zinc-finger protein that is closely similar to Yy1, an evolutionally-conserved component of polycomb-related complex 2 [15]. Its highly-specific expression in pluripotent stem cells has been confirmed in mouse and human ES cells [16,17], making it one of the most famous markers of pluripotency tested in various stem cells such as multipotent adult progenitor cells [18] and amniotic fluid cells [19]. However, its function in ES cells has not yet been characterized well although it has been reported that a targeted deletion of *Rex1 *results in loss of the ability to differentiate into visceral endoderm induced by RA in F9 EC cells [20], and that a gene silencing by RNA interference for Rex1 results in loss of capacity to self-renew in ES cells [21].

In this paper, we report our results of functional assay of Rex1 in ES cells as well as in embryos. Over-expression of Rex1 in ES cells neither induces differentiation in the presence of LIF nor maintains self-renewal in the absence of LIF. *Rex1*-/- ES cells can be established and contribute whole embryos after blastocyst injection, indicating that they possess proper pluripotency. *Rex1*-/- mice were produced by the intercross of heterozygotes, and both male and female homozygotes were normal and fertile. Our data proofed that Rex1 is dispensable for maintenance of pluripotency beyond the shadow of a doubt.

## Results

### Generation of gain- and loss-of-function mutant ES cell lines for *Rex1*

To analyze the precise function of *Rex1 *in the maintenance of pluripotency, we generated a series of genetically-engineered ES cell lines for its gain- and loss-of function analyses. For loss-of-function analysis, we disrupted the endogenous *Rex1 *allele by conventional gene targeting via homologous recombination in ES cells (Fig. 1A). The knock-out (KO) allele should be a functionally null allele because the first 100 bp of the open reading frame in the exon 4 including the start codon was replaced by the *pacEGFP *chimeric gene cassette containing the puromycin-resistant gene (*pac*) and the green fluorescent protein (*Egfp*) cDNA. Interestingly, all of the puromycin-resistant clones obtained by transfection of this KO vector carried the correctly targeted alleles. One of the *Rex1*+/- ES cell line (RKPG9) was cultured with high-dose puromycin to obtain the *Rex1*-/- ES cell lines generated via spontaneous gene conversion. As the result, multiple *Rex1*-/- ES cell lines were established with extremely high efficiency (4 of 4 clones obtained after the selection were homozygous for *Rex1 *KO allele). Correct targeting events were confirmed by the loss of the polymorphic signature of the wild-type allele on the southern blot analysis of the genomic DNA (Fig. 1B), in which the 5.6 kb fragment corresponds to the *Rex1 *pseudogene on chromosome 15 reported previously as well as found in the mouse genome data [22]. Northern blot revealed the loss of the transcript derived from the wild-type allele in *Rex1*-/- ES cells, which express the large transcripts composed by the truncated *Rex1 *and *pacEGFP *(Fig. 1C). *Rex1-/- *ES cells were also established by introduction of the second knockout vector carrying the hygromycin-resistant gene as a selection marker into *Rex1+/- *ES cells with *pacEGFP *followed by the selection with hygromycin B. Genotyping of 5 drug-resistant clones revealed that 2 clones were *Rex1+/- *and 3 clones were *Rex1-/-*, indicating that Rex1-/- ES cells were able to be established without selection pressure (data not shown). Easy isolation of the Rex1-/- ES cells suggested that the *Rex1 *function is not essential for self-renewal of ES cells.

**Figure 1:**
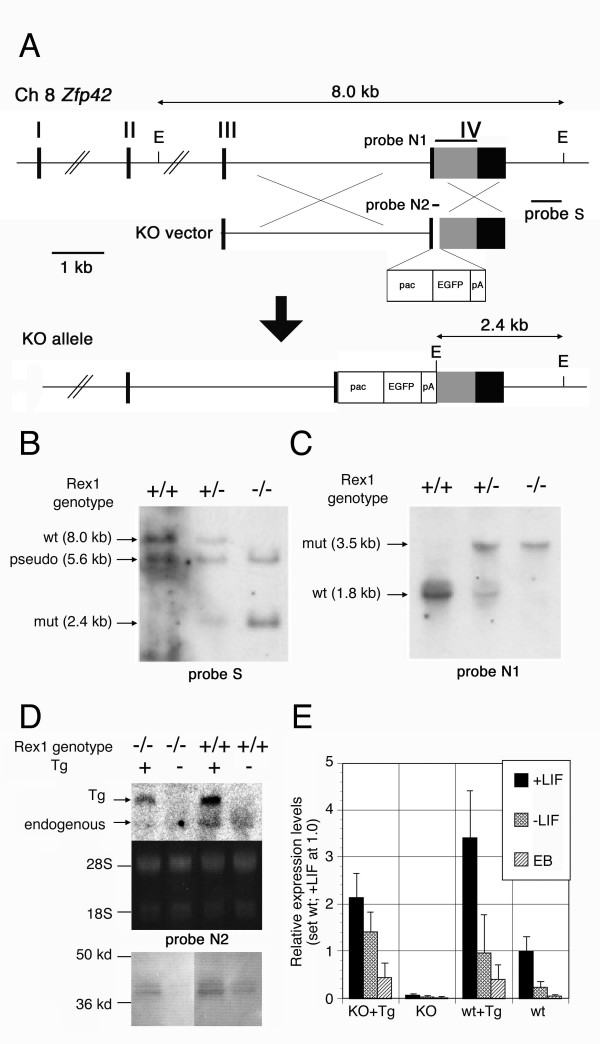
**Generation of ES cells with various *Rex1 *genotypes**. **A**. Strategy for generation of *Rex1*-KO ES cells. The schematic maps of the *Rex1 *allele (top), the KO vector carrying the floxed pacEGFP-pA cassette (middle), and the KO allele generated by homologous recombination (bottom) were shown in scale. The EcoRI sites (E) provide the polymorphism between the wild-type and mutant alleles, 8.0 kb and 2.4 kb, respectively, on southern blot analysis using the indicated 3' external probe. **B**. Southern blot hybridization of wild-type (+/+), *Rex1 *heterozygous (+/-) and homozygous (-/-) ES cells using the EcoRI digestion and the 3' external probe. The expected sizes of wild-type (wt) and mutant (mut) bands were detected. The 5.6 kb fragment corresponds to the polymorphism of the *Rex1 *pseudogene on chromosome 15 reported previously as well as found in the mouse genome data. **C**. Northern blot analysis of *Rex1 *expression in wild-type (+/+), *Rex1 *heterozygous (+/-) and homozygous (-/-) ES cells. The *Rex1 *cDNA probe detects 1.8 kb mRNA from the wild-type allele and 3.5 kb mRNA, which is generated by inefficient function of the polyA addition signal in the pacEGFP-pA cassette, from the mutant allele. The *Rex1 *KO ES cells lack the wild-type transcript. **D**. Northern and western blot analysis of wild-type (+/+) and *Rex1 *KO (-/-) ES cells with the *Rex1 *transgene (Tg:+) or the empty vector (Tg:-). The 2.7 kb transcripts from the transgene were detected with or without the 2.2 kb endogenous transcripts in Northern blot with the *Rex1 *cDNA probe (top), in which equal loading of total RNA was confirmed by ethidium bromide staining of 28S and 18S ribosomal RNAs (middle). Western blot using anti-Rex1 antisera detects ~38 kd band in wild-type, wild-type+Tg and Rex1 KO+Tg lanes but not *Rex1 *KO lane (bottom), confirming the proper production of Rex1 protein from Tg. **E**. QPCR analysis of *Rex1 *expression in undifferentiated (+LIF) and differentiated (-LIF and EB) ES cells with various *Rex1 *genotypes. Three independent clones with each genotypes were cultured with or without LIF for 4 days or for formation of EBs for 5 days, analyzed separately with normalization by the amount of *Gapdh*, and plotted with standard deviation against the expression level in undifferentiated wild-type ES cells (wt) cultured with LIF, set as 1.0. The primer pair was set in the region deleted in the KO allele.

For gain-of-function assay for *Rex1*, the *Rex1 *cDNA isolated from ES cell RNA by RT-PCR was inserted into the expression vector pCAG-IZ [23] and introduced into the wild-type and the *Rex1*-/-ES cells. Since the strong activity of the CAG expression unit [24], the bi-cistronic design of the expression vector with *internal ribosome entry site *(*IRES*) [25] and the character of the zeocin selection system, in which high level expression of the zeocin-resistant gene (*zeo*) is required for the host cells to survive in the medium containing 40 μg/ml of zeocin [26], all of the resulting transfectants express *Rex1 *cDNA at comparative or higher level to that of the endogenous *Rex1 *gene in the wild-type ES cells. Since the efficiency to obtain the zeocin-resistant clones was not different between wild-type and *Rex1*-/-ES cells, the over-expression might not affect self-renewal of ES cells (data not shown).

As the results of these gene manipulations, we established ES cell lines with four different genotypes for *Rex1*; ES cells carrying the wild-type *Rex1 *alleles and the empty CAG-IZ vector (wt), the wild-type *Rex1 *alleles and the *Rex1 *transgene (wt-Tg), the *Rex1*-/- alleles and the empty vector (KO), and the *Rex1*-/- alleles and the *Rex1 *transgene (KO-Tg). Since the *Rex1*-Tg express *Rex1 *at twice levels of the endogenous *Rex1*, the wt-Tg ES cell lines express *Rex1 *at three times more than the wild-type ES cells as the sum of endogenous and exogenous transcripts, whereas the KO-Tg lines express at the twice levels of the wt ES cells (Fig. 1D, E). Both Tg ES cells express Rex1 at the half level of the wt ES cells from the constitutively-active transgene irrespective to the culture condition, whereas the endogenous *Rex1 *gene is down-regulated immediately after induction of differentiation by either withdrawal of leukemia inhibitory factor (LIF) or formation of embryoid bodies (EBs) (Fig. 1E).

### Minor effects of *Rex1 *on the pluripotency-associated transcriptome

First we tested *Rex1*-dependent transcription in ES cells since the Rex1 protein may function as a transcription factor like its most homologous protein Yy1. Indeed, we confirmed that the chimeric Rex1 proteins with Egfp-tag and HA-tag localize in nuclei (Fig. 2). One of the important functions of Yy1 is mediated by the interaction with the polycomb related complexes (PRCs) [27], and it was reported that Yy1 directly interact to PRCs and recruit them to the targets in sequence-specific manner [28]. Recently, the functional importance of PRCs in ES cells to repress differentiation-related genes has been disclosed [1]. Gene expression profiles were qualitatively examined by the microarray analyses of two *Rex1*-/- ES cells (HP3 and HP4), and one wild-type ES cells (EB5), revealing that very few genes showed significant differences in their expression levels between wild-type and *Rex1*-/- ES cells (Fig. 3A). 

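RNA of 4 ES cell lines was measured on 12 oligonucleotide arrays of 2 colours, with 3 arrays for each line. The lines were wild-type EB5, the Rex1-/- lines HP3 and HP4, and the Rex1+/- line RKPG9, from which the paper obtained Rex1-/- lines. On each array the RNA of the line carried Cy3 and a universal reference RNA, a pool from mouse cell lines, carried Cy5, and the dyes were not swapped. Every value is therefore the log2 ratio of a line to the reference. The spot intensities deposited by the authors were corrected for background by normexp with an offset of 50 and normalized within each array by loess. All 12 arrays entered one fit in limma, in which a probe was counted at an adjusted p under 0.05 and a change of more than 2-fold, the thresholds of the paper. For every gene given as risen or fallen between lines, the usable arrays of one line all lay on one side of those of the other.

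Zfp42, the gene that encodes Rex1, read 5.96, 5.98 and 5.99 on the EB5 arrays, 6.05, 6.00 and 6.02 on the RKPG9 arrays, 6.11, 5.94 and 5.91 on the HP3 arrays and 5.66, 5.42 and 5.24 on the HP4 arrays at probe A_65_P04537. The other Zfp42 probe, A_65_P04151, read 5.89, 5.86 and 5.95 in EB5, 6.02, 5.96 and 5.94 in RKPG9, 6.03, 5.78 and 5.77 in HP3 and 5.52, 5.40 and 5.22 in HP4. Against EB5, Zfp42 in HP4 fell by 0.53 on the log2 scale at the first probe (adjusted p = 0.0005 in limma) and by 0.52 at the second (adjusted p = 0.0003). The log2 change was 0.01 and -0.04 in HP3 (adjusted p = 0.92 and 0.74) and 0.05 and 0.07 in RKPG9 (adjusted p = 0.71 and 0.54). With the signals processed by the scanner software the change in HP4 was -0.29 and -0.25 and no longer passed, nor did it in the authors' table or, at the second probe, with an offset of 0, while it was -1.14 and -1.12 with median centring, -1.15 and -1.22 in the Cy3 channel alone and -1.15 at the second probe without background subtraction, past both thresholds. Without background subtraction the change in HP3 was -0.32 and -0.41, and in the Cy3 channel alone -0.75 and -0.86, and both probes passed there. The sources used here do not give the position of either probe relative to the deleted part of exon 4, and Rex1 KO cells express transcripts of truncated Rex1 joined to pacEGFP (Fig. 1C), so these values check neither the labels nor the loss of Rex1. The paper's western blot shows no Rex1 protein in KO cells (Fig. 1D).

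In the Cy3 channel, 92.2 to 94.5% of the probes were well above background on EB5 arrays and 89.3 to 89.9% on RKPG9 arrays. The share was 87.1 to 89.4% on the HP3 arrays and 85.3 to 86.1% on the HP4 arrays. In Cy5, which held the same reference RNA on every array, EB5 was also highest, at 99 to 99.2%. The others had 94.4 to 94.8% (RKPG9), 92.7 to 94.3% (HP3) and 92.2 to 93.9% (HP4). The excess in EB5 therefore cannot be ascribed to the cells alone. The scanner software read the EB5 arrays in a session of their own, with its global background adjustment switched on. A difference from EB5 therefore cannot be told apart from a difference between sessions, whereas HP3, HP4 and RKPG9 were read in one session. A session here is one of spot extraction by that software. It does not show which arrays were hybridized or scanned together. The labels do not say whether the arrays of a line came from separate cultures, so p-values measure the spread between arrays, which may be technical, and the number of arrays limits the precision.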

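Keratin genes were among those that fell in HP4 against EB5. Krt8, a keratin of simple epithelia, fell by 2.79 on the log2 scale (standard error 0.05, adjusted p = 1.3e-10 in limma), and its partner keratin Krt18 fell by 2.10 at probe A_65_P11459 (standard error 0.06). Rhox5, an X-linked homeobox gene, fell by 2.52 (standard error 0.04), and Anxa3, a calcium-dependent phospholipid-binding protein, fell by 2.51. Tfpi, an inhibitor of blood coagulation, fell by 1.93 at probe A_65_P03013 (standard error 0.08), while its other probes gave -0.68, -0.44 and -0.06. All 3 HP4 arrays lay below the EB5 arrays for each of these genes, with 2 usable EB5 spots for Krt8. Of 20241 probes tested, 59 passed both thresholds in HP4, 1 higher and 58 lower, in 40 named genes. The higher count was 6 without EB5 replicate 2, 4 without HP4 replicate 1 or 3, 3 without EB5 replicate 1 or 3 and 2 without HP4 replicate 2. The groups of arrays did not overlap for any of the 59, nor for 53.5% of all probes tested, where chance gives 10%. With HP3 and HP4 averaged, 41 probes passed, 2 higher and 39 lower, in 29 named genes, and the higher count was then 5 without EB5 replicate 3 and 1 without EB5 replicate 2 or HP4 replicate 2. Arrays of a line are not independent samples of a genotype.

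The share of higher probes moved with the scaling. In HP4 the counts were 466 higher and 982 lower with the processed signals of the scanner software, 193 and 460 with an offset of 0, 7 and 19 without background subtraction, 671 and 1195 in the Cy3 channel alone, and 655 and 816 in the authors' table of levels. For both lines averaged, the same settings gave 219 and 679, 108 and 256, 0 and 15, 301 and 790, and 463 and 517.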

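Krt8 and Krt18, which pair in keratin filaments, and the actin gene Acta1 were among the genes that fell in HP3 against EB5. Krt8 fell by 3.13 on the log2 scale, an 8.73-fold difference (standard error 0.05, adjusted p = 5.4e-11 in limma, on 2 usable EB5 spots), and Krt18 fell by 2.60 at probe A_65_P11459 and by 2.29 at probe A_65_P07952. Anxa3 fell by 2.72 (standard error 0.05) and Acta1, the actin of skeletal muscle, by 1.90 (standard error 0.08). Thbs1, a glycoprotein of the extracellular matrix, fell by 2.02, on 1 usable EB5 spot, so its spread within EB5 is unknown. Gfpt2, an enzyme of hexosamine synthesis, rose by 1.51 (standard error 0.09, adjusted p = 2.8e-07), the imprinted noncoding RNA Meg3 by 1.14 at probe A_65_P04959 and the noncoding RNA Snhg14 by 1.04.

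Cald1, which binds actin and myosin, and Gsn, which severs actin filaments, each fell by 1.77, Anxa1 fell by 1.73 and Rhox5 by 1.64. Krt19 fell by 1.84 at probe A_65_P15933, which was well above background on 1 of the 3 HP3 arrays, but rose by 0.23 at its brightest probe (adjusted p = 0.017). Other probes of some of these genes gave other values, which were 0.03 for Krt19, -0.14 for Thbs1, -1.72 and -0.01 for Cald1, 0.27, 0.71 and 0.79 for Meg3 and 0.16 for Snhg14. Of 20235 probes tested, 44 passed both thresholds, 7 higher and 37 lower, in 32 named genes. The higher count was 13 without HP3 replicate 1, 12 without EB5 replicate 1 and 10 without HP3 replicate 2. The HP3 and EB5 arrays did not overlap for any of the 44, nor for 46.2% of all probes, where chance gives 10%. By the adjusted p alone 6170 probes differed, 2315 higher and 3855 lower.

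Several of these genes were also lower in the Rex1+/- line. In RKPG9 against EB5, Krt8 fell by 2.67, Krt18 by 2.52 at A_65_P11459, Thbs1 by 2.13 (-0.10 at its other probe) and Anxa3 by 1.44, and Gfpt2 rose by 1.66. The value of Thbs1 again rests on a single usable EB5 spot. Within one session, HP3 against RKPG9, the log2 change of Krt18 at A_65_P11459 was -0.08 (adjusted p = 0.41), while Krt8 fell by 0.46 (adjusted p = 2.3e-05), a change that was -0.05 and no longer passed without background subtraction, and Anxa3 by 1.28. The split of the HP3 counts moved to 163 higher and 452 lower with the processed signals, 99 and 180 with an offset of 0, 171 and 479 in the Cy3 channel alone, and 323 and 301 in the authors' table.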

A pair-wise comparison of *Rex1+/+ *ES cells (EB5) and *Rex1-/- *ES cells (HP3) (false discovery rate (FDR) < 0.05, gene expression difference > 2-fold) showed only 116 genes whose expression levels were significantly different. Among them, 30 genes were up-regulated in *Rex1*-/- ES cells (Additional file 1), whereas 86 genes were down-regulated (Additional file 2). 

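Of 31 measured genes of mesenchymal and contractile cells, 25 fell in HP3 against EB5, none rose and 6 did not pass the test, and 12 fell more than 2-fold. Of 20 measured genes of the interferon response and antigen presentation, 13 fell and none rose, among them Psmb8, a subunit of the immunoproteasome, by 0.95 and the guanylate-binding protein Gbp3 by 0.85 on the log2 scale, with -0.12 at its other probe. Of 19 measured trophoblast genes, 9 fell, 2 rose and 8 did not pass, with Krt7, a keratin of simple epithelia, falling by 1.25 and the transcription factor Gata3 by 0.63. Of 18 imprinted genes, 6 fell and 3 rose, Mest rising by 0.95. Igf2, a fetal growth factor, fell by 1.48 at a probe well above background on 1 of the 3 HP3 arrays, with 0.07 at its other probe.

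The mesenchymal list was lower than the other genes in camera (adjusted p = 1e-09; adjusted p = 0.12 with an estimated correlation), with 26 members lower when adjusted over the list alone. The study's Additional files hold 17 of its members, chosen on these samples, so its count is not independent evidence of its direction, and its call was lost without them. The interferon list was lower as well (adjusted p = 0.005; adjusted p = 0.58 with an estimated correlation), with 15 members lower when adjusted over the list alone, and its call was lost in the Cy3 channel alone. In HP4 against EB5 camera did not call the interferon list (adjusted p = 0.43, median -0.13). There 10 members fell, 1 rose and 9 did not pass. None of the lists called by camera in any comparison held with an estimated correlation. The trophoblast list did not pass (adjusted p = 0.48), nor did the imprinted genes (adjusted p = 0.84), which camera placed higher at a median of -0.09. In the Cy3 channel alone the trophoblast list, which also holds Krt8, was called lower. Adjusted over the list alone, 9 trophoblast genes were lower and 2 higher, and 7 imprinted genes lower and 3 higher.

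Of 11 measured genes of hedgehog signalling, 3 rose, 4 fell and 4 did not pass, also when adjusted over the list alone. The pathway's transcription factor Gli1 rose by 0.99 and the receptor Ptch1 by 0.87, while the list had a median of -0.06 and a mean of 0.11 (camera adjusted p = 0.53, but called higher with median centring). Of 13 measured genes of the p53 and stress response, 6 fell, 2 rose and 5 did not pass (7 lower and 2 higher when adjusted over the list alone, camera adjusted p = 0.53), with Perp, a p53 target of the cell membrane, falling by 1.13. Neither of the 2 measured genes of the two-cell-embryo-like list passed (camera adjusted p = 0.77, placed higher at a median of -0.02). Within one session, HP3 against RKPG9, 7 mesenchymal genes rose, 6 fell and 18 did not pass (camera adjusted p = 0.97), and 6 interferon genes rose, 4 fell and 10 did not pass (camera adjusted p = 0.44).

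**Figure D1:**
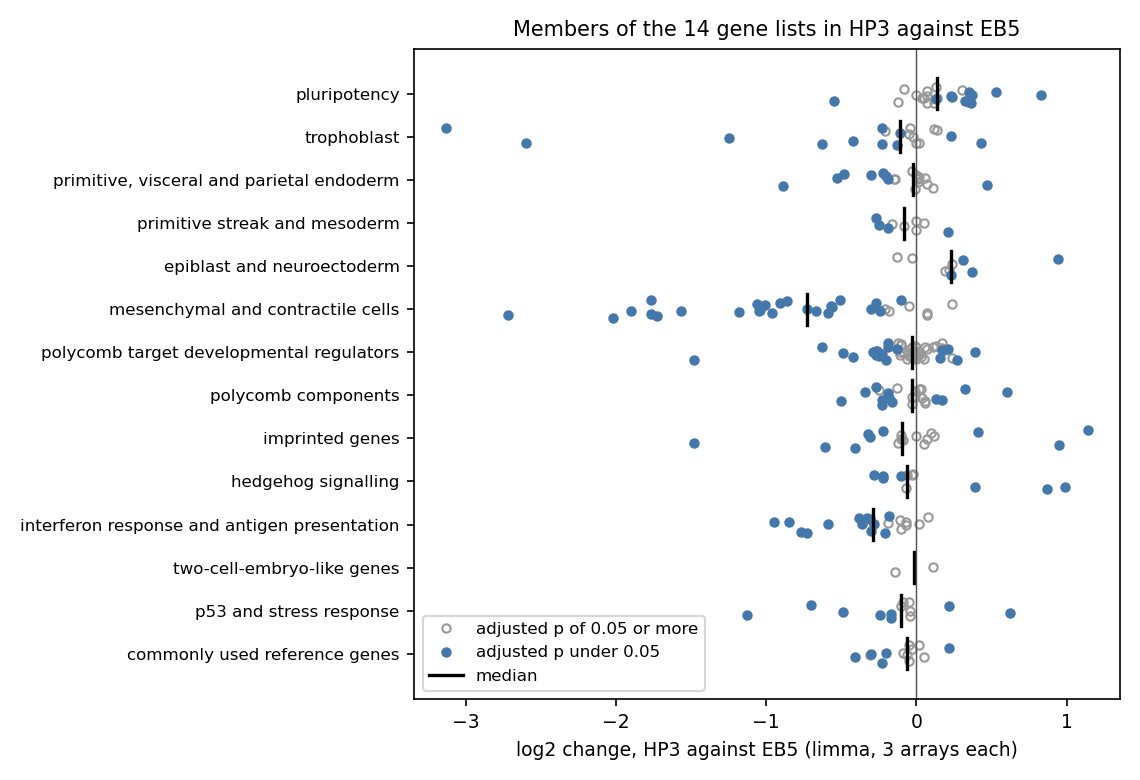
Log2 change in HP3 against EB5 of each measured member of the 14 gene lists, with 3 arrays per line. Each point is one gene, filled where its adjusted p is under 0.05, and the black bar is the median of the list, which is -0.73 for the mesenchymal genes and -0.29 for the interferon genes.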

To verify the relationship between the expressions of these genes and the *Rex1 *genotypes, we quantified the expression levels in each three wt, wt+Tg, KO and KO+Tg ES cell lines by quantitative RT-PCR (QPCR). As a result, 3 genes (*Mylpf, Lgals1 *and *Dusp14*) were identified as putative Rex1 target genes since their expressions were down-regulated in KO ES cells, which were restored in KO-Tg ES cells (Fig. 3B). These data suggested that Rex1 may functions as a transcription factor although its impact on the maintenance of the pluripotency-assocoated transcriptome is very faint.

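Mylpf, a regulatory light chain of skeletal muscle myosin, was 2.99 ± 0.05 (SD, n = 3 arrays) in EB5, 2.41 ± 0.01 in RKPG9, 1.75 ± 0.08 in HP3 and 1.45 ± 0.12 in HP4, as log2 of the line over the reference RNA. Against EB5 it fell by 1.25 in HP3 (adjusted p = 8.2e-08 in limma), by 1.55 in HP4 and by 0.58 in RKPG9, and within one session it fell against RKPG9 by 0.67 in HP3 and by 0.97 in HP4. Lgals1, a galectin that binds beta-galactosides, was -3.14 ± 0.09 in EB5, -3.91 ± 0.02 in RKPG9, -4.32 ± 0.11 in HP3 and -4.25 ± 0.07 in HP4. It fell by 1.18 in HP3 against EB5 and was 2.14-fold lower in HP4, and against RKPG9 by 0.42 in HP3 and by 0.34 in HP4. Its reference spot was saturated on all 3 RKPG9 arrays, 1 HP3 array, 2 HP4 arrays and no EB5 array, and near the ceiling on the others, so these ratios are not exact. In the Cy3 channel alone Lgals1 changed by -1.23 and -1.26 against EB5 and by -0.32 and -0.36 against RKPG9 in HP3 and HP4, and passed in each. Dusp14, a phosphatase that acts on MAP kinases, was -0.13 ± 0.02 in EB5, -0.66 ± 0.06 in RKPG9, -0.86 ± 0.06 in HP3 and -0.56 ± 0.08 in HP4.

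Dusp14 fell by 0.74 in HP3 and by 0.43 in HP4 against EB5 at probe A_65_P18772, and the other probe gave -0.48 in HP3. The first probe was dim, though well above background. Its Cy3 signal before subtraction was 518 to 548 on the EB5 arrays and 481 to 496 on the HP3 arrays, below each array's median. Its fold in HP3 against EB5 ranged from 1.15 to 2.6 over the alternatives. Against RKPG9 Dusp14 fell by 0.20 in HP3 (adjusted p = 0.0083) and its change in HP4 was 0.11 (adjusted p = 0.086). The difference of Dusp14 between HP4 and RKPG9 turned to -0.32 with the processed signals, and the difference between HP3 and RKPG9 no longer passed in the Cy3 channel alone (-0.50) or without background subtraction (-0.03), where Lgals1 in HP4 against RKPG9 also no longer passed (-0.08).

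Of 24 measured pluripotency genes, 10 rose in HP3 against EB5, 1 fell and 13 did not pass, and none changed more than 2-fold. Tcl1, a coactivator of Akt, rose by 0.83 (adjusted p = 0.00013), the cell cycle factor Mybl2 by 0.53, the nuclear receptor Nr5a2 by 0.37 (0.15 at another probe) and the homeodomain factor Nanog by 0.36 (adjusted p = 0.0026), while Dppa3, a maternal factor, fell by 0.55 (adjusted p = 0.012). The log2 change was 0.30 for Pou5f1, which encodes Oct3/4 (adjusted p = 0.11, on 1 usable EB5 spot), -0.08 for Klf4, -0.06 for Myc, 0.04 for Fgf4, 0.14 for Fbxo15, -0.12 for Sox15 and 0.34 for Dppa5a, none of which passed. The list was higher in camera (adjusted p = 5.1e-06; adjusted p = 0.12 with an estimated correlation), with 11 members higher and 1 lower when adjusted over the list alone. In HP4 against EB5, 6 of the 24 rose, 8 fell and 10 did not pass, also when adjusted over the list alone, Dppa3 falling by 1.11 and Klf4 by 0.62, and Nanog had a change of 0.12 (adjusted p = 0.18). The list was not called there (adjusted p = 0.67, placed higher by camera at a median of -0.07), and Nanog in HP4 turned to -0.33 without background subtraction, -0.36 with median centring and -0.57 in the Cy3 channel alone. In HP3 against EB5 in the Cy3 channel alone the call of the list was lost, Nanog turned to -0.36, Mybl2 to -0.10, Fgf4 to -0.41 and Fbxo15 to -0.47, Nr5a2 no longer passed and Pou5f1 passed at 0.78. Nanog and Nr5a2 no longer passed without background subtraction, Dppa3 no longer passed with the processed signals (-0.13), an offset of 0, the authors' table or without HP3 replicate 1, Sox15 turned to 0.31 and Dppa5a passed at 1.06 with the processed signals, Myc passed with median centring, and Pou5f1 passed with outlier spots kept or without HP3 replicate 3.

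Of 9 measured epiblast and neuroectoderm genes, 4 rose, none fell and 5 did not pass (5 higher and 1 lower when adjusted over the list alone), Otx2, a homeodomain factor of the epiblast, by 0.94 and the DNA methyltransferase Dnmt3b by 0.37. That list was higher in camera (adjusted p = 0.0066; adjusted p = 0.28 with an estimated correlation), but neither without Otx2, which the study lists, nor in the Cy3 channel alone. Dnmt3b no longer passed with median centring or without EB5 replicate 1, EB5 replicate 2 or HP3 replicate 1. Of 20 measured endoderm genes, 1 rose, 7 fell and 12 did not pass (2 higher and 8 lower when adjusted over the list alone, camera adjusted p = 0.86), with Sparc, a matrix protein of parietal endoderm, falling by 0.89 and Plat, a plasminogen activator, by 0.30 (0.13 at its other probe), which no longer passed in the Cy3 channel alone. Another of the 7, Foxa2, was not well above background on any array of either line. Dab2, an endocytic adaptor of endoderm, fell by 0.22 (adjusted p = 0.039), a call that was lost without background subtraction, in the Cy3 channel alone, without moderation and on leaving out any 1 array of EB5, RKPG9 or HP3. Afp, a serum protein of the yolk sac, had a log2 change of -0.15 (adjusted p = 0.051; 0.04 with median centring), which passed with the processed signals, an offset of 0, the Cy3 channel alone, the authors' table, the filter on dim probes and the replicate block, and without EB5 replicate 1, RKPG9 replicate 2 or HP3 replicate 3. Gata6 and Sox7 had log2 changes of 0.00 and -0.01 and did not pass, and Gata4 and Ttr were not well above background on any HP3 array. In HP4 against EB5, 7 endoderm genes rose, 5 fell and 8 did not pass (7 higher and 6 lower when adjusted over the list alone; camera adjusted p = 0.36, placed higher at a median of -0.02, but called higher with median centring), Gata6 rising by 0.44 (adjusted p = 0.0058) and Sox7 by 0.22 (adjusted p = 0.0017). The call of Gata6 was lost with the processed signals, an offset of 0 and the authors' table, and that of Sox7 without background subtraction. Of 9 primitive streak and mesoderm genes, 4 passed the test in HP3 against EB5, but Hand2, the 1 that was higher, and Lhx1 and Gsc, 2 of the 3 that were lower, were not well above background on any HP3 array, which leaves T as measured in both lines (1 higher and 4 lower when adjusted over the list alone, camera adjusted p = 0.86, but called higher with median centring). Of 13 reference genes, 1 rose, 5 fell and 7 did not pass (also when adjusted over the list alone, camera adjusted p = 0.77), and the change of Gapdh was -0.05 (adjusted p = 0.63), or -0.28 with median centring, where it passed. From the lower levels of Mylpf, Lgals1 and Dusp14 in KO cells and their return with the transgene, measured by QPCR (Fig. 3B), together with the few genes that differed on the arrays, the paper proposes that Rex1 may act as a transcription factor with a very small effect on the transcriptome of pluripotent cells.

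**Figure D2:**
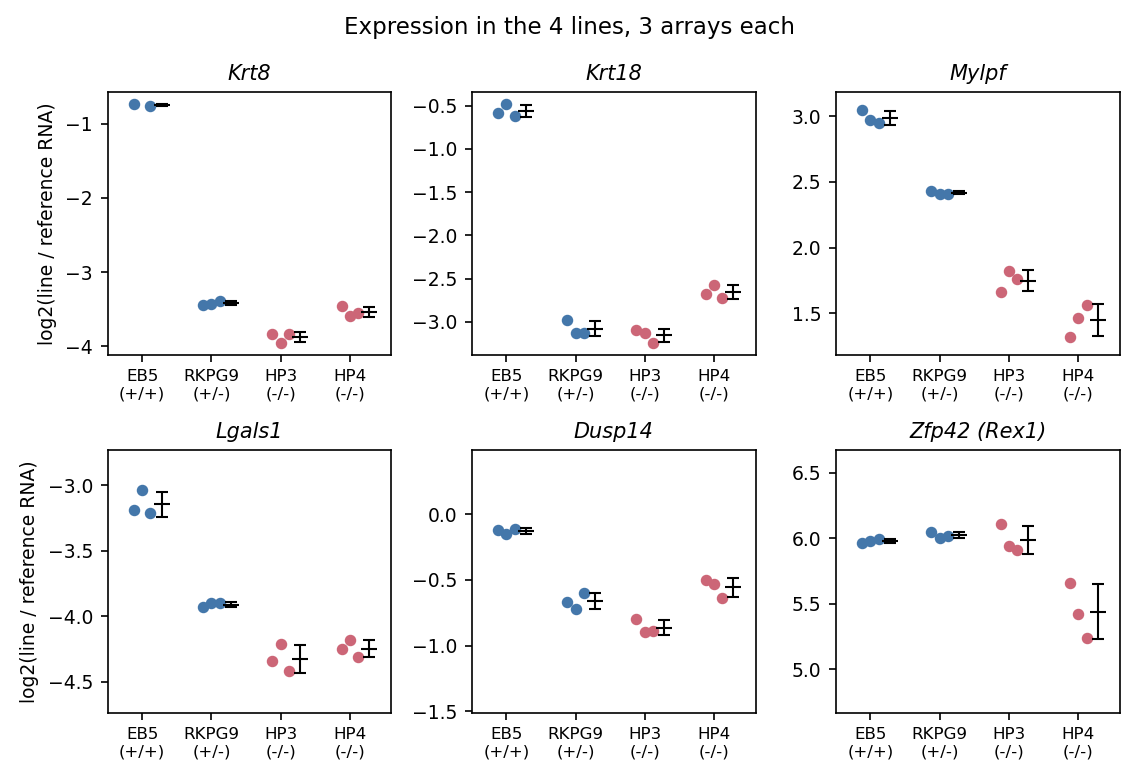
Log2 ratio of the line to the reference RNA for Krt8, Krt18, Mylpf, Lgals1, Dusp14 and Zfp42 on each of the 12 arrays, by line. Points are arrays and bars the mean ± SD of the 3 arrays of a line, and Mylpf lies at 2.99 in EB5, 2.41 in RKPG9, 1.75 in HP3 and 1.45 in HP4.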

**Figure 2:**
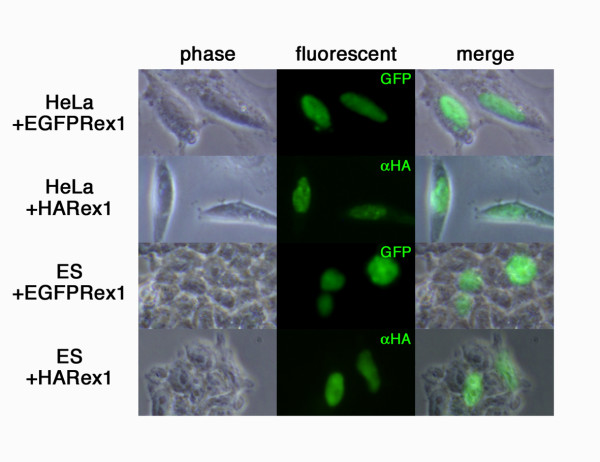
**Nuclear localization of Rex1**. The expression vectors of EGFP-tagged or HA-tagged *Rex1 *were transiently transfected into HeLa and ES cells, and the localization of these transgene products were detected by fluorescent microscopy directly (for EGFPRex1) or after immunostaining for HA-tag (for HARex1). Phase contrast (left), fluorescent (middle) and their merged image (right) were shown for each transfectants. The fluorescent signals were localized in nuclei in both HeLa and ES cells for both chimeric Rex1 proteins.

**Figure 3:**
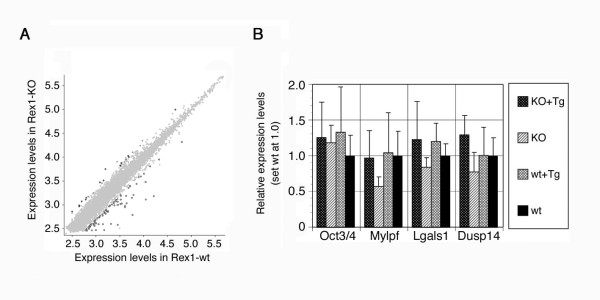
**Gene expression profile in *Rex1 *KO ES cells**. **A**. DNA microarray analysis of *Rex1 *KO ES cells. Scatter-plot of log-ratios of relative expression levels were shown for wild-type (EB5) versus *Rex1 *KO (HP3) ES cells. **B**. QPCR analyses of expressions of the putative Rex1 target genes. Three independent clones with each genotypes were cultured with LIF for 4 days, analyzed separately with normalization by the amount of *Gapdh*, and plotted with standard deviation against the expression level in undifferentiated wild-type ES cells (wt), set as 1.0.

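Most genes had similar levels in HP3 and EB5. Gapdh, a glycolytic enzyme used as a reference in the paper, had a log2 level in the Cy3 channel of 14.73 in HP3 and 14.81 in EB5. Such levels are not the setting called the Cy3 channel alone, which gave other changes for Nanog and Zfp42. Nanog lay at 11.04 and 11.25, and Zfp42 at 13.82 and 14.39 at probe A_65_P04537. As a log2 ratio to the reference RNA, Nanog was instead higher in HP3, at 2.43 against 2.07. Zfp42 at that probe was then nearly level, at 5.99 in HP3 and 5.98 in EB5. Further apart in the Cy3 channel lay Krt8, at 8.56 in HP3 and 11.76 in EB5, Anxa3, at 8.38 and 11.20, and Krt18, at 7.84 and 10.05 at probe A_65_P11459. Gfpt2 lay on the other side, at 10.02 in HP3 and 8.73 in EB5, and Tcl1 at 12.05 and 11.35.

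Across 19050 probes, which are not independent replicates, the mean log2 levels of HP3 and EB5 had a Pearson r of 0.9847, and their mean log2 ratios to the reference RNA an r of 0.9711. Single arrays of HP3 against single arrays of EB5 gave 0.9765 to 0.982, whereas arrays of one line gave 0.9916 to 0.9919 in EB5 and 0.9887 to 0.9949 in HP3. Of these probes 18970, or 99.6%, lay within 2-fold, 16 were more than 2-fold higher in HP3 and 64 more than 2-fold lower, and the SD of the log2 difference was 0.283. Among all probes tested, 44 passed both thresholds with this processing, but 615 with the processed signals. The counts were 650 in the Cy3 channel alone (171 higher and 479 lower), 624 in the authors' table (323 and 301) and 16 without background subtraction. The r was 0.9841 between EB5 and RKPG9, 0.9786 between EB5 and HP4, 0.9913 between RKPG9 and HP3, 0.9865 between RKPG9 and HP4 and 0.9935 between HP3 and HP4.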

### *Rex1 *does not involve in the maintenance of pluripotency in ES cells

Using three independent clones each of the ES cell lines with 4 genotypes shown above (wt, wt-Tg, KO and KO-Tg), we tested the function of *Rex1 *in both dominant and recessive manners in the maintenance of pluripotency in ES cells. All ES cell lines propagated at the comparable growth rate and kept normal morphology (Fig. 4A). Gene expression analysis by QPCR revealed no remarkable change among them for several pluripotency-associated markers such as Oct3/4 and Nanog (Fig. 4C and data not shown). All these ES cells completely undergo morphological differentiation for 5 days after withdrawal of LIF (Fig. 4A) with accompanying the up-regulation of a set of primitive endoderm markers such as *Gata4 *[29], *Gata6 *[30] and *Disabled homolog 2 *(*Dab2*) [31] (data not shown). There was no difference in the kinetics of differentiation event although the slight increase of *Nanog *expression was evident in wt-Tg ES cells (Fig. 4C). Therefore, *Rex1 *is incapable to maintain LIF-independent self-renewal either in dominant manner like the case of *Nanog *[8] or the recessive manner like the case of *Mbd3 *[32].

**Figure 4:**
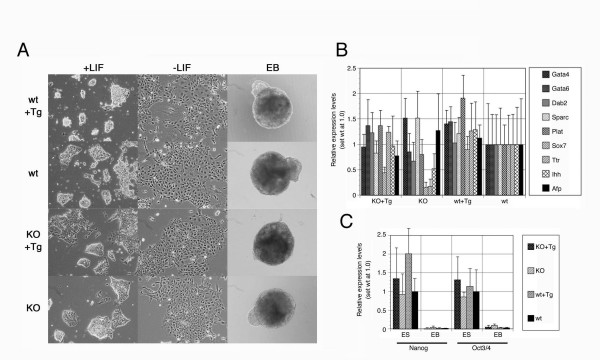
**Differentiation of ES cells with various *Rex1 *genotypes**. **A**. Photomicrographs of colonies at 4 days cultured with LIF (left) or without LIF (middle), or EBs at 5 days (right) derived from representative ES cells with indicated genotypes for Rex1. Scale bar is 100 μm. **B**. QPCR analyses of the endoderm marker genes in EBs derived from ES cells with various Rex1 genotypes. Three independent clones with each genotypes were cultured for formation of EBs for 5 days, analyzed separately with normalization by the amount of *Gapdh*, and plotted with standard deviation against the expression level in wild-type ES cells-derived EBs, set as 1.0. **C**. QPCR analyses of the stem cell marker genes in ES cells and EBs with various *Rex1 *genotypes. Three independent clones with each genotypes were cultured for 4 days with LIF or for formation of EBs for 5 days, analyzed separately with normalization by the amount of *Gapdh*, and plotted with standard deviation against the expression level in wild-type ES cells, set as 1.0.

Next we tested the function of *Rex1 *in ES cells in relation to PRCs. It was reported that targeted deletion of the PRC2 component *Eed *resulted in reduced ability of differentiation [33], and that of *Suz12 *caused delayed down-regulation of the pluripotency-assocoated markers during formation of embryoid bodies (EBs) [34]. To test the analogous function of *Rex1*, we generated EBs from wt, wt-Tg, KO and KO-Tg ES cells and analyzed the expression pattern of the various marker genes. The growth and morphology of EBs were indistinguishable among these ES cells (Fig. 4A), indicating that the differentiation ability of KO ES cells was obviously unaffected and persistent expression of Rex1 from the constitutively-active Tg does not affect differentiation event in this context. Moreover, induction of the primitive endoderm markers *Gata4*, *Gata6 *and *Dab2 *occurred normally in these EBs irrespective to their *Rex1 *genotypes (Fig. 4B), and the down-regulation of the pluripotency-assocoated markers *Oct3/4 *and *Nanog *was also unaffected (Fig. 4C). These data as well as the gene expression profile suggested that *Rex1 *function does not involve in global PRC recruitment in ES cells.

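Of 51 measured developmental regulators known as polycomb targets, 5 were higher in HP3 against EB5, 14 were lower and 32 did not pass. Of these, Dlx2, named after its values were seen, and Hand2 among the higher and Foxa2, Lhx1 and Gsc among the lower were not well above background on any HP3 array, so that 3 higher and 11 lower were measured in both lines. Hoxa10, a homeobox gene of posterior identity, fell by 0.49 at a probe well above background on 1 of the 3 HP3 arrays, and its call was lost without background subtraction (-0.05). Yy1, the protein most homologous to Rex1, had a log2 change of -0.01 (adjusted p = 0.83 in limma), with 0.17 at its other probe (adjusted p = 0.043). Eed, a core subunit of PRC2, changed by 0.06 (adjusted p = 0.25), while Suz12, another core subunit, fell by 0.18 (adjusted p = 0.0075). Mbd3, a subunit of the NuRD complex, fell by 0.16 (adjusted p = 0.016).

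Of the 24 measured members of the list of polycomb components, which also holds Mbd3, 4 rose, 8 fell, Mbd3 among them, and 11 did not pass, and 1 had no value in this comparison. Phc1, a subunit of PRC1, rose by 0.60 (0.35 at another probe) and the PRC2 cofactor Jarid2 by 0.32, while the PRC1 subunit Phc2 fell by 0.50. In the Cy3 channel alone Suz12, Mbd3, Phc1, Phc2 and Jarid2 no longer passed. Jarid2 was also lost without background subtraction and with median centring, and Mbd3 with an offset of 0, without EB5 replicate 3 and without HP3 replicate 2. Adjusted over the list alone, 4 components were higher and 8 lower, and 5 targets higher and 15 lower. Camera did not call the targets (adjusted p = 0.86), which it placed higher at a median of -0.03 and a mean of -0.07, nor the components (adjusted p = 0.77), which it placed higher at the same median. With median centring the targets were called higher. In the other Rex1-/- line, HP4 against EB5, 11 targets were higher, 14 lower and 26 did not pass (12 higher and 14 lower when adjusted over the list alone; camera adjusted p = 0.34, but called higher with median centring). Of these, Hand2, Dlx1 and Dlx2 among the higher and Hoxa10, Lhx1, Gsc and Igf2 among the lower were not well above background on any array of at least 1 of the lines. Of the components, 4 were higher, 10 lower and 9 did not pass (4 higher and 11 lower when adjusted over the list alone; camera adjusted p = 0.63). There Phc1 rose by 0.40, Phc2 fell by 0.43, Mbd3 by 0.19 and Eed by 0.20 (adjusted p = 0.0013), while Jarid2 (-0.10, adjusted p = 0.20) and Suz12 (-0.06, adjusted p = 0.31) did not pass, though both fell with median centring and without background subtraction. Phc1 turned to -0.32 with median centring and was lost in the Cy3 channel alone, as was Eed, and Phc2 was lost without background subtraction. Between HP4 and HP3 the change was -0.42 for Jarid2 (adjusted p = 0.00044), -0.27 for Eed (adjusted p = 0.00068) and 0.12 for Suz12 (adjusted p = 0.046).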

### Aberrant induction of some visceral endoderm markers in the absence of *Rex1*

According to the previous analysis of *Rex1*-/- F9 EC cells, *Rex1 *might involve in differentiation of visceral endoderm [20]. In the case of ES cells, visceral endoderm is efficiently imaged on the surface of EBs [35]. Therefore, we generated EBs from wt, wt-Tg, KO and KO-Tg ES cells and analyzed the induction of extraembryonic endoderm marker genes. The growth and morphology of EBs were indistinguishable among these ES cells (Fig. 4A). However, the induction of two visceral endoderm marker genes, *Transthyretin *(*Ttr*) [35] and *Indian hedgehog *(*Ihh*) [36], were reduced in EBs derived from KO ES cells, which were restored in KO-Tg ES-derived EBs, indicating that this phenotype is depend on the expression of *Rex1 *(Fig. 4B). Interestingly, the induction level of the Sry-related transcription factor *Sox7*, which also expresses in visceral endoderm in vivo [37], was also reduced in KO ES-derived EBs and restored in KO-Tg ES-derived EBs, suggesting its involvement in visceral endoderm differentiation. However, the visceral endoderm differentiation might not completely perturbed in the absence of *Rex1 *because *Alphafetoprotein *(*Afp*), which is an archetypal marker for visceral endoderm [38], was normally induced in EBs derived from KO ES cells (Fig. 4B). In contrast, the parietal endoderm markers *Sparc *(*secreted acidic cysteine rich glycoprotein*) [39] and *Plat *(*tPA; plasminogen activator, tissue*) [40], were equally induced in EBs irrespective to their genotypes for *Rex1 *(Fig. 4B). These data indicated that *Rex1 *function might specifically involve in the differentiation of visceral endoderm.

### *Rex1 *function in vivo

To fully evaluate the differentiation ability of the *Rex1*-/- ES cells, we labeled these cells by introduction of the constitutively-active *Egfp *transgene (CAG-*Egfp*-IZ) and injected them into blastocysts followed by transplantation in uteri of pseudo-pregnant mice to generate chimeric embryos. As a result, we obtained the embryos with widespread contribution of the fluorescent cells derived from the *Rex1*-/- ES cells, indicating that these ES cells were pluripotent (Fig. 5).

**Figure 5:**
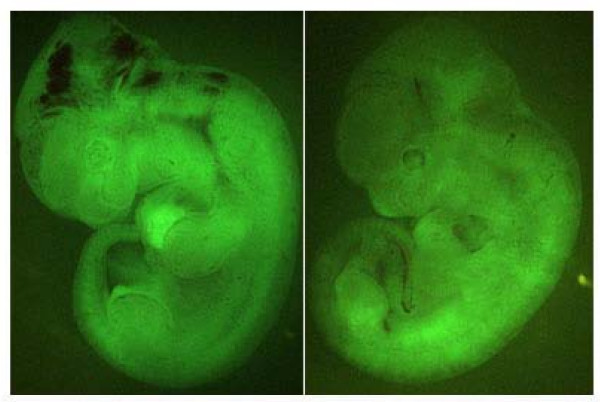
**Chimeric embryos derived from *Rex1 *KO ES cells**. When HP4-EGFP ES cells, which were homozygotes for the mutant *Rex1 *allele and marked by the constitutively-active *Egfp *transgene, were injected into blastocysts, the embryos developed to chimeras at 12.5 *dpc *in which widespread contributions of GFP-positive cells were observed in fluorescent microscopic observation.

In the chimeric embryos, all extra-embryonic tissues were derived from the host blastocysts, so the deficiency of visceral endoderm formation of the *Rex1*-/- cells in development should be uncovered. To test this point, we generated the mice carrying the null allele for *Rex1 *by the mating of the male chimeras generated from the heterozygote ES cells with the wild-type female mice. The resulting heterozygotes were obviously normal and healthy, and their intercross resulted in generation of the homozygotes for the *Rex1*-null allele. Although the ratios of the heterozygotes and homozygotes were smaller than the expected mendelian ratios in the offsprings at 8 weeks (Table 1), both homozygous males and females were fertile and showed no morphological abnormalities. Indeed, the homozygous offsprings were obtained by the intercross of the homozygotes, indicating that the *Rex1 *gene show neither the maternal effect nor the critical role in the development of the extraembryonic tissues including visceral endoderm. When we analyzed genotypes of embryos at 17.5 dpc, no significant reduction of heterozygotes and homozygotes was observed (Table 2), suggesting that the loss of embryos with these genotypes occurred peri- or post-natal period. Although the reason of this phenomenon is still unclear, these data indicated that the *Rex1 *function is dispensable for the maintenance of pluripotency in the early developmental period as well as the germ cell development in the mid and late developmental periods.

**Table 1:** Genotype analysis of progeny resulting from crosses of *Rex1 *+/- mice

	No. of mice with indicated genotype (% of total)			
	+/+	+/-	-/-	Total No. of mice

Female	21	26	5	52
Male	22	23	9	54

Total	43 (40.6)	49 (46.2)	14 (13.2)	106 (100)

**Table 2:** Genotype analysis of fetus at 17.5 *dpc *resulting from crosses of *Rex1 *+/- mice

No. of mice with indicated genotype (% of total No)			
+/+	+/-	-/-	Total No. of mice
8	18	9	35
(23)	(51)	(26)	(100)

## Discussion

Cell-type-specific gene expression is one of the important landmarks of gene function in development. In ES cells, microarray analysis, SAGE and in silico subtraction of EST database have been identified several genes specifically expressing in undifferentiated ES cells. Among them, *Rex1 *is one of the oldest marker genes of undifferentiated pluripotent stem cells first reported on 1989 [14]. Since then, the function of *Rex1 *has been kept as a mystery, but here we finally revealed its dispensability to maintain cellular pluripotency.

*Rex1 *was first identified as the gene which expression is repressed by RA in F9 EC cells. A deletion of *Rex1 *from F9 cells resulted in the loss of ability to differentiate into visceral endoderm induced by RA and cyclic AMP analogs without no phenotypical change in their undifferentiated state [20], which is consistent with our result shown here. In contrast, it was recently reported that RNAi-mediated silencing of *Rex1 *in ES cells prevents self-renewal [21]. The controversy between the phenotypes of gene-targeting and gene-silencing might be derived from the different kinetics of silencing or the strong bias of the selection of homozygous mutant ES cells that allow establishment of adopted ES cells for the absence of the particular gene function. Although both might be the case for *Rex1*, neither ES cells nor mouse embryos show any phenotype in the maintenance of pluripotency, suggesting that the imperfect target specificity of gene-silencing by RNAi might be most responsible to give the discrepancy in this case since the expression vector to generate large double-strand RNA was applied in the above report.

Why does the function of *Rex1 *revealed here look so minor although the previous reports suggested its importance in ES cells as the common target of the pluripotency-associated transcription factors Oct3/4, Sox2 and Nanog [22,41-43] as well as the component of the protein-interaction network [44]? One simple explanation is functional redundancy between *Rex1 *and its related gene(s) present in the genome. *Rex1 *encodes the C2H2-type zinc-finger whose sequence is most similar to the transcription factor Yy1 [45]. *Yy1 *widely expresses in various tissues in embryos and adults and its function is essential for peri-implantation development [46]. Since *Rex1 *express in inner cell mass of the blastocyst-stage embryos and its expression is down-regulated after implantation [16,47], the pre-implantation development of *Yy1*-null embryos might be supported by the overlapped function of *Rex1 *and its down-regulation after implantation might cause their lethality. The function of *Yy1 *is pleiotropic [15] and one of them is the function to recruit PRCs to the specific target sequences to repress the transcription of the target genes [27,28]. Although the several reports showed the function of the polycomb complex for the maintenance of pluripotency in ES cells [1], the function of *Yy1 *in pluripotent stem cells has yet been confirmed. Since *Yy1 *expresses in ES cells, it may mask the phenotype of the *Rex1*-/- ES cells by the functional redundancy. It was recently reported that *Rex1 *is a pseudogene generated from *Yy1 *by retrotransposition [45]. The zinc-finger domain of Yy1 is encoded by 3 exons whereas that of Rex1 is encoded in a single exon, and *Yy1 *is evolutionally conserved in all vertebrates, whereas *Rex1 *is found only in placental mammals. This hypothesis suggests that *Yy1 *occupies the major role in the redundant function to *Rex1 *and *vice versa*. The specific function of *Rex1 *to induce particular markers in visceral endoderm might be conducted by its different preference of the target sequence from Yy1 [45] or down-regulation of *Yy1 *in this cell type.

The most prominent phenotype of the *Rex1 *deficiency is the poor induction of a subset of visceral endoderm marker genes. In the case of F9 EC cells, the null mutation for *Rex1 *completely prevent differentiation of visceral endoderm induced by RA and cAMP analogs, which was evaluated by the complete loss of induction of one of the visceral endoderm markers, *Afp*. In contrast, in ES cells, the suspension culture allows induction of visceral endoderm without any small molecule inducers, and the loss of *Rex1 *affects the induction of *Ttr *and *Ihh*, but not *Afp*. How can the *Rex1 *deficiency modulate the expression of the visceral endoderm marker genes although its expression is tightly restricted in pluripotent stem cells and down-regulated during their differentiation (Fig. 1E and [16,47])? One possible explanation is that the gene(s) expressing in the pluripotent stem cells under the control of Rex1 might induce the gene(s) in the visceral endoderm adjacent to them in EBs like the case of *Fibroblast growth factor-4 *(*Fgf4*), which is produced by the pluripotent stem cells and acts as a paracrine growth factor for the extra-embryonic endoderm cells and the trophectoderm cells [48]. However, the functional significance of the reduced levels of these visceral endoderm markers associated to the *Rex1 *deficiency should be very minor because the *Rex1*-null embryos are absolutely capable to develop normally in early embryogenesis.

It is a surprise that this is the first report of the *Rex1 *knockout mice because this gene was discovered 18 years ago, has been regarded as an important marker of pluripotent stem cells, and the generation of the heterozygous ES cell line via gene-trap was reported in 1992 [49]. The cell-type-specific expressions of genes have been regarded as good landmarks of their functions. Indeed, *Oct3/4 *and *Nanog *show highly specific expression in pluripotent stem cells in vitro as well as in vivo and exhibit essential function to maintain pluripotency. However, there are several exceptions of this relationship in the genes specifically express in pluripotent stem cells. In the cases of *Fbxo15*, *Sox15 *and *Dppa5/Esg1*, the null mutant embryos for them show no abnormality and the null ES cells are capable to be established and maintained although their expression is as tightly restricted in pluripotent stem cells as the case of *Oct3/4 *[50-52]. The discrepancy between the specific expression and the function in pluripotent stem cells might due to the global down-regulation of gene expression during differentiation of pluripotent stem cells via epigenetic mechanism. It was discovered that the epigenetic repression of gene expression is quite loose in the pluripotent stem cells, which is established during their differentiation [2]. In addition, the cell-cycle regulation is also dramatically altered during differentiation since the S-phase is enriched in ES cells whereas the G1 phase is predominant in differentiated cells [53]. Therefore, no specific transcriptional regulation might be required for genes to exhibit the stem-cell-specific expression pattern especially if their expressions depend on the cell-cycle. Indeed, in the case of *Rex1*, the octamer motif for the binding of Oct3/4 identified in the mouse *Rex1 *promoter [22,41] is not conserved in the human *Rex1 *promoter based on the Ensembl database search, although the previous reports confirmed that both are capable to direct stem-cell-specific transgene expression [17], suggesting that the Oct3/4-independent regulation might be critical for its stem-cell-specific expression.

This is not the end of the story of *Rex1*, however. The intercross of the *Rex1 *heterozygotes revealed mild reduction of the homozygous pups between 17.5 dpc and 8 weeks after the birth. Although the reason of this lethality with low penetrance is completely mysterious since the expression of *Rex1 *is only detectable in the germ cells at the late-stage embryos and the pups, *Rex1 *should have some function apart from the pluripotent stem cells, which is out of our scope of the research. We hope the *Rex1 *mutant mice strain we generated will be applied for the further studies to unlock the mystery of the *Rex1 *function in the differentiated cell lineage.

## Conclusion

We showed that Rex1 function is dispensable for self-renewal of mouse ES cells. Although its possible function in pluripotent cells in particular developmental context has not been ruled out completely, its function is not required to maintain pluripotency in its conventional meaning.

## Methods

### Cell culture and transfection

E14tg2a [54] and its derivatives appear in this paper were cultured in the absence of feeder cells in Glasgow minimal essential medium (GMEM) supplemented with 10% fetal calf serum, 1 mM sodium pyruvate, 1× nonessential amino acids, 10^-4 ^M 2-mercaptoethanol, and 1000 U of leukemia inhibitory factor (LIF) per ml on gelatin-coated dishes. For the transfection, 10^7 ^ES cells were electroporated with 50 μg of linealized plasmid DNA at 800 V and 3 μF in a 0.4-cm cuvette using a Gene Pulser (Bio-Rad) followed by the culture with appropriate selection drugs (1.5 μg/ml of puromycin [Sigma] or 40 μg/ml of zeocin [Invivogen]) for 7 to 10 days. For the selection of *Rex1*-/- ES cells, the heterozygous mutant ES cells were cultured in the presence of 9 μg/ml of puromycin in the first 3 days. HeLa cells were cultured in GMEM supplemented with 10% FCS. For transient expression of *EGFP-Rex1 *and *HA-Rex1*, 2 μg of plasmid DNA was transfected into 3 × 10^4 ^cells using Lipofectoamine 2000 (Invitrogen).

For induction of differentiation, 2 × 10^4 ^cells were seeded in 60-mm dish in the presence or absence of LIF and cultured for 4 days, or 300 cells were cultured in 15 μl of hanging drop in the ES culture medium without LIF for 5 days to generate embryoid body (EB).

### Construction of KO vector and expression vectors

For generation of *Rex1*-KO vector, the genomic DNA fragment for 5' and 3' homology arms were amplified from the E14tg2a genomic DNA using the primer pairs 5'-CAACTTTTTATTTCCCATTCACAGCTC-3' and 5'-TCTTAGCTGCTTCCTTGAACAATGCC-3', and 5'-AAACTAGTGAATTCCAGAATACCAGAGTGG-3' and 5'-AGCGGCCGCTTCAATAGCACATATAGTAAG-3', respectively. The 4.2 kb of 5' homology arm was sub-cloned into the EcoRV site of pBlKS(-) then excised by SalI and SpeI, and the 3' homology arm was digested by SpeI and NotI. These DNA fragments were subcloned into SalI and NotI of pBlKS(-), resulting pRex1 5'+3'. The pacEGFP-pA cassette carrying the fusion gene of *puromycin acetyltransferase *(*pac*) and *Egfp *(HN, unpublished) was inserted into HindIII-BamHI between the *loxP *sites of pBS246 (Life Technologies), and the SpeI-EcoRI fragment with loxP-pacEGFP-pA-loxP was inserted into SpeI-EcoRI of pRex1 5'+3', resulting pRex1-KO. The 300 bp fragment of genomic DNA at 3' external region of the Rex1 KO vector, which was amplified using the primers 5'-TGGGGACTTTTGCATACGGCAG-3' and 5'-GAACTCATTTCTAGTGTTTTATTTTC-3' and subcloned into the EcoRV site of pBlKS(-), was used as a probe for southern blot analysis of the homologous recombinants.

The *Rex1 *expression vector was constructed by inserting the *Rex1 *cDNA amplified from cDNA of E14tg2a ES cells using the primers 5'-GACATCATGAATGAACAAAAAATG-3' and 5'-CCTTCAGCATTTCTTCCCTG-3' into the BstXI sites of pCAG-IZ [26] using the BstXI adaptors. For generation of the expression vectors of *EGFP-Rex1 *and *HA-Rex1*, the BspHI-NotI fragment of pCAG-Rex1-IZ was excised and introduced into NcoI-NotI of pCAG-EGFPOct3-IP and pCAG-HAOct3-IP [23], respectively.

### Immunoblotting and immunohistochemistry

The whole cell lysates were fractionated on sodium dodecyl sulfate (SDS)-10% polyacrylamide gel and electroblotted onto a polyvinylidene difluoride membrane. After treatment in blocking buffer (1× TTBS [10 mM Tris HCl {pH 7.4}, 137 mM NaCl, 2.7 mM KCl, 0.1% Tween 20] plus 3% skimmed milk), membrane was probed with the rabbit anti-Rex1 antisera raised against the GST-Rex1 fusion protein and then horseradish peroxidase-conjugated anti-rabbit immunoglobulin G antibody and developed using ECL reagents (GE Healthcare). For the detection of HA-Rex1 in the transient transfectants, 24 hours after transfection of pCAG-HA-Rex1-IP, the cells were fixed by 4% paraformaldehyde in phosphate-buffered saline (PBS) for 30 minutes at 4°C and then permealized by 0.2% Triton X-100 in PBS for 15 minutes at room temperature. After brief washing with PBS followed by blocking by 2% FCS in PBS, the cells were stained with mouse anti-HA antibody (clone 262 K; Cell Signaling Technology) and then Alexa Fluor 488-conjugated goat anti-mouse antibody (Molecular Probes). The fluorescent images were captured with an IX51 microscope (Olympus) and DP70 digital camera (Olympus).

### Northern blot and Quantitative PCR

Total RNA was prepared using TRIzol reagent (Invitrogen) or QUICKGene RNA cultured cell kit (FUJIFILM) according to the manufactures' instructions. For Northern blot analysis, 4 μg of total RNA was analyzed by non-radioactive filter hybridization (Gene Image; GE Healthcare) with either the *Rex1 *cDNA probe (probe N1) or the *Rex1 *cDNA fragment probe hybridize to the region deleted in the KO allele (for probe N2). First strand cDNA was synthesized from 1 μg of total RNA in 40 μl of the reaction mixture containing oligo-dT primers using a ReverTra Ace first strand synthesis kit (Toyobo). Real-time PCR was performed with the ExTaq cyber green supermix (Takara) using an iCycler System (Bio-Rad). The amount of target RNA was determined from the appropriate standard curve, and was normalized relative to the amount of *Gapdh *mRNA. Sequences of primer pairs were described previously [55] as well as shown below.

*Rex1*; forward 5'-ttgcctcgtcttgctttagg-3' and reverse 5'-aaaatgaatgaacaaatgaagaaaa-3', *Mylpf*; forward 5'-gcccccaggagatctaagac-3' and reverse 5'-ccactggcttccttcatcat-3', *Lgals1*; forward 5'-ctctcgggtggagtcttctg-3' and reverse 5'-gcgaggattgaagtgtaggc-3', *Dusp14*; forward 5'-gaagatcaagggcagctcag-3' and reverse 5'-tcccagggcacactaatttc-3'.

### Microarray analysis

DNA microarray analyses were performed as described previously [56], using an NIA Mouse 22 K Microarray v1.1 (manufactured by Agilent Technologies: #11472, G4120A), which contained the genes listed at the National Institute of Aging mouse cDNA project web site . Briefly, 5 μg of total RNA was transcribed into double-strand T7 RNA polymerase-tagged cDNA and amplified into single-stranded, fluorescence-tagged cRNA by T7 polymerase. The samples for wild-type (EB5) and *Rex1*-/- (HP3, HP4) ES cells were hybridized against a universal reference RNA at 60°C on the DNA microarrays. After washing, microarrays were scanned with an Agilent DNA Microarray Scanner. Microarray results were analyzed using NIA Array Analysis Software [57]. Complete array data will be available on the GEO (NCBI) website.

### Production of chimeric embryos and mice

To visualize the *in vivo *contribution of *Rex1*-/- ES cells, HP4 ES cells were transfected with the constitutive Egfp expression vector (pCAG-Egfp-IZ), resulting establishment of HP4-EGFP ES cells. To obtain chimeric embryos, HP4-EGFP ES cells were injected into C57Bl/6J blastocysts, followed by transfer into the uteri of pseudopregnant ICR mice. Embryos were dissected at 12.5 *dpc *and fluorescent signals were detected using an Olympus SZX12 fluorescent dissecting microscope and captured with an Olympus DP70 digital Camera.

To establish the mouse strain carrying the mutated *Rex1 *allele, heterozygous ES cells were injected into C57Bl/6J blastocysts to generate chimeric mice. Male germline chimera was crossed with C57Bl/6J females to obtain heterozygous litters, in which the transmission of the mutated *Rex1 *allele was monitored by southern blot using the 3' external probe. These heterozygotes were intercrossed for generation of homozygotes, and the homozygotes were mated to confirm their fertilities.

## Authors' contributions

SM and HN carried out experiments with the help of RY and KT. SO performed mouse embryo manipulations, and MSHK performed microarray analysis. HN conceived the study, reviewed and analyzed all data and drafted the manuscript.

## Supplementary Material

Additional file 1 List of genes up-regulated in Rex1-/- ES cells identified by microarray analysis. Click here for file

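Additional file 1 lists, for each array feature, the mean log10 level in HP3 and in EB5, their log10 ratio, the fold change, a t statistic with its p-value and false discovery rate, a mark for noisy features, and the gene. Of its 30 features, 17 were matched to a probe of the deposited arrays by gene and by a log10 difference within 0.05 of the listed one, and 13 were not matched. In HP3 against EB5 all 17 were higher, with a median log2 change of 0.90, and 3 passed both thresholds. That count was 5 without EB5 replicate 1, without HP3 replicate 1 or in the Cy3 channel alone, 0 without background subtraction, 12 with an offset of 0, 15 with the processed signals and 14 in the authors' table. They were also higher in HP4 (median 0.62, none past both thresholds) and in RKPG9 (median 0.70, 4 past both thresholds). Over the settings, the median against EB5 ranged from 0.56 to 1.09 in HP3 and from 0.14 to 0.99 in HP4. In RKPG9 it ranged from 0.15 to 0.90. The Meg3 probe A_65_P04959 was matched through its gene cluster to a feature listed as Lphn1, and the feature listed as Gtl2, an older name of Meg3, was not matched. Within one session their median was 0.21 in HP3 against RKPG9, with 11 higher and 6 lower, and -0.18 in HP4 against RKPG9, with 7 higher and 10 lower, 3 of these past both thresholds. The median in HP4 turned to 0.02 in the authors' table and without HP4 replicate 1. The study chose these features on the HP3 and EB5 arrays, so the counts are not independent evidence of their direction.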

Additional file 2 List of genes down-regulated in Rex1-/- ES cells identified by microarray analysis. Click here for file

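Additional file 2 holds the same columns for features lower in HP3. Of its 86 features, 66 were matched to a probe, 59 of them by a log10 difference within 0.05 and 7, whose lower level lay near the lowest levels printed, by a looser one, and 20 were not matched. In HP3 against EB5, 65 of the 66 were lower and 1 had no value, with a median log2 change of -0.95, and 29 passed both thresholds, a count that was 12 without background subtraction, 58 with an offset of 0, 63 with the processed signals and 66 in the authors' table. In HP4 all 66 were lower (median -0.71) and 28 passed both thresholds, and in RKPG9 65 were lower and 1 higher (median -0.94) and 29 passed. Over the settings, the median against EB5 ranged from -1.29 to -0.47 in HP3 and from -1.27 to -0.17 in HP4. In RKPG9 it ranged from -1.29 to -0.46. Within one session the median was -0.02 in HP3 against RKPG9, with 36 lower and 29 higher, where 2 passed both thresholds. In HP4 against RKPG9 it was 0.23, with 45 higher and 21 lower, 1 and 2 of them past both thresholds, and it turned to -0.09 with the processed signals and in the authors' table. The features were chosen by the study on the HP3 and EB5 arrays, and HP4 and RKPG9 are compared with the same EB5 arrays, so these counts are not independent evidence either.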

# Supplementary material for: Rex1/Zfp42 is dispensable for pluripotency in mouse ES cells
**Source:** BMC Dev Biol. 2008 Apr 24;8:45. doi: 10.1186/1471-213X-8-45
**Supplement:** Additional file 1 — List of genes up-regulated in Rex1-/- ES cells identified by microarray analysis.

Supplemental Table S1. List of genes up-regulated in *Rex1-/-* ES cells

Featureid Mean Mean Log Fold t P FDR Noisy GeneIndex RefSeq GenBank MGI Symbol Annotation

(HP3) (EB5) Ratio Change ‘U’ Cluster Accession Accession

Z00001928-1 3.75 3.2 0.547 3.52 16.49 0 0 0 U012539 NM_013529.1 NM_013529.1 MGI:1338883 Gfpt2 glutamine fructose-6-phosphate transaminase 2

Z00014161-1 3.9 3.44 0.457 2.86 7.81 0 0 1 U022704 "H3064F11-3 NIA Mouse 15K cDNA Clone Set Mus musculus cDNA

clone H3064F11 3', mRNA sequence"

Z00002958-1 3.47 3.09 0.386 2.43 9.65 0 0 0 U035955 XM_980979.1 LOC624168 similar to zinc finger protein of the cerebellum 5

Z00015666-1 3.07 2.7 0.366 2.32 7.58 0 0 0 Intronic in U042659

Z00002972-1 4.34 3.98 0.365 2.32 7.9 0 0 1 U014381 AK122380.1 MGI:1929461 Lphn1 latrophilin 1

Z00005932-1 2.86 2.5 0.358 2.28 10.97 0 0 0 U008764 NM_145587.2 NM_145587.2 MGI:2135937 Sbk1 SH3-binding kinase 1

Z00009936-1 3.15 2.8 0.355 2.27 11.71 0 0 0 U023053 NM_001033452.2 NM_001033452.2 MGI:3584519 Gm1967 "gene model 1967, (NCBI)"

Z00018770-1 3.98 3.63 0.354 2.26 6.75 0 0 1 Intronic in U068788

Z00004978-1 4.03 3.68 0.35 2.24 9.9 0 0 0 U035481 NM_144841.2 NM_144841.2 MGI:97451 Otx2 orthodenticle homolog 2 (Drosophila)

Z00002447-1 3.51 3.16 0.347 2.23 11.76 0 0 0 U035424 NM_130878.2 NM_130878.2 MGI:2157782 Pcdh21 protocadherin 21

Z00005303-1 3.88 3.54 0.34 2.19 17.01 0 0 0 U032336 NM_010296.2 NM_010296.2 MGI:95727 Gli1 GLI-Kruppel family member GLI1

Z00020371-1 4.1 3.77 0.34 2.19 7.95 0 0 1 Intronic in U040642

Z00014969-1 3.17 2.84 0.337 2.17 6.9 0 0 1 U032518 NM_172496.2 NM_172496.2 MGI:105056 Cobl cordon-bleu

Z00002317-1 2.99 2.65 0.334 2.16 9.2 0 0 0 U360008 "H8243D01-3 NIA Mouse Unique Gene Set Version 2 Mus musculus

cDNA clone H8243D01 3', mRNA sequence"

Z00002546-1 3.46 3.13 0.329 2.13 6.46 0 0 1 U034899 AB214501.1 MGI:105373 Ptch1 patched homolog 1

Z00010623-1 3.83 3.5 0.329 2.13 5.61 0 0 1

Z00020280-1 3.95 3.62 0.328 2.13 5.85 0 0 1 U032643 NM_023146.1 NM_023146.1 MGI:1929706 Ranbp17 RAN binding protein 17

Z00021487-1 4.99 4.67 0.325 2.11 14.95 0 0 0 AK155982.1 MGI:1202886 Gtl2 "GTL2, imprinted maternally expressed untranslated mRNA"

Z00003857-1 4.1 3.77 0.325 2.11 5.5 0 0 1 Intronic in U024970

Z00021744-1 3.11 2.79 0.324 2.11 12.15 0 0 0 U051294 AK019066.1 MGI:1925736 #2210414L08Rik RIKEN cDNA 2210414L08 gene

Z00017514-1 3.44 3.12 0.324 2.11 4.66 0 0 1 U350222 "K0637B11-3 NIA Mouse Hematopoietic Stem Cell (Lin-/c-Kit-/Sca-

1+) cDNA Library (Long) Mus musculus cDNA clone NIA:K0637B11

IMAGE:30072310 3', mRNA sequence"

Z00020474-1 3.45 3.13 0.324 2.11 5.17 0 0 1 U045682 "H4029C10-3 NIA Mouse 7.4K cDNA Clone Set Mus musculus cDNA

clone H4029C10 3', mRNA sequence"

Z00009239-1 3.85 3.53 0.323 2.1 5.24 0 0 1 U035625 "UI-M-AP1-agf-c-10-0-UI.s2 NIH_BMAP_MST_N Mus musculus cDNA

clone UI-M-AP1-agf-c-10-0-UI 3', mRNA sequence"

Z00013901-1 3.95 3.64 0.317 2.07 5.63 0 0 1 U346323 "C86530 Mouse fertilized one-cell-embryo cDNA Mus musculus cDNA

clone J0228C09 3', mRNA sequence"

Z00011743-1 2.96 2.65 0.314 2.06 12.47 0 0 0 U003355 NM_019971.2 NM_019971.2 MGI:1859631 Pdgfc "platelet-derived growth factor, C polypeptide"

Z00011309-1 4.24 3.93 0.312 2.05 8.12 0 0 1 U024508 NM_026672.2 NM_026672.2 MGI:1915562 Gstm7 "glutathione S-transferase, mu 7"

Z00000233-1 4 3.69 0.312 2.05 9.04 0 0 0 U039780 NM_001002272.2 NM_001002272.2 MGI:1928994 Tro trophinin

Z00015341-1 3.9 3.59 0.306 2.02 6.67 0 0 1 AK050667.1 MGI:1346873 Map3k2 mitogen activated protein kinase kinase kinase 2

Z00013986-1 3.25 2.95 0.305 2.02 4.9 0 0 1 U010560 AK163559.1 MGI:88582 Cyp11a1 "cytochrome P450, family 11, subfamily a, polypeptide 1"

Z00004297-1 3.82 3.52 0.303 2.01 17.31 0 0 0 U040947 "C0927D07-3 NIA Mouse 12.5-dpc Male Genital Ridge/Mesonephros

cDNA Library (Long) Mus musculus cDNA clone NIA:C0927D07

IMAGE:30037194 3', mRNA sequence"

# Supplementary material for: Rex1/Zfp42 is dispensable for pluripotency in mouse ES cells
**Source:** BMC Dev Biol. 2008 Apr 24;8:45. doi: 10.1186/1471-213X-8-45
**Supplement:** Additional file 2 — List of genes down-regulated in Rex1-/- ES cells identified by microarray analysis.

Supplemental Table S2. List of genes down-regulated in *Rex1-/-* ES cells

Featureid Mean Mean Log Fold t P FDR Noisy GeneIndex RefSeq GenBank MGI Symbol Annotation

(HP3) (EB5) Ratio Change ‘U’ Cluster Accession Accession

Z00006684-1 3.1821 4.2117 -1.0296 10.705 56.393 0 0 0 U036682 AK166854.1 MGI:96705 Krt8 keratin 8

Z00010859-1 2.5104 3.4982 -0.9878 9.722 17.837 0 0 1 U016695 NM_010664.1 NM_010664.1 MGI:96692 Krt18 keratin 18

Z00005393-1 2.7853 3.7681 -0.9828 9.611 37.874 0 0 0 U016695 NM_010664.1 NM_010664.1 MGI:96692 Krt18 keratin 18

Z00010216-1 3.1068 4.0428 -0.936 8.629 48.015 0 0 0 U005829 NM_013470.1 NM_013470.1 MGI:1201378 Anxa3 annexin A3

Z00016189-1 2.5793 3.4583 -0.879 7.568 23.271 0 0 0 U002275 NM_011580.3 NM_011580.3 MGI:98737 Thbs1 thrombospondin 1

Z00013224-1 2.5978 3.31259 -0.71479 5.185 26.639 0 0 0 U021280 NM_010212.2 NM_010212.2 MGI:1338762 Fhl2 four and a half LIM domains 2

Z00006307-1 2.4687 3.17169 -0.70299 5.046 26.199 0 0 0 U013334 NM_008471.2 NM_008471.2 MGI:96693 Krt19 keratin 19

Z00019741-1 2.9472 3.6057 -0.6585 4.555 27.826 0 0 0 U030382 NM_009606.1 NM_009606.1 MGI:87902 Acta1 "actin, alpha 1, skeletal muscle"

Z00005095-1 2.9823 3.6124 -0.6301 4.266 33.209 0 0 0 U012007 NM_009344.1 NM_009344.1 MGI:1096880 Phlda1 "pleckstrin homology-like domain, family A, member 1"

Z00000428-1 3.0325 3.64639 -0.61389 4.11 30.694 0 0 0 U038902 NM_010730.1 NM_010730.1 MGI:96819 Anxa1 annexin A1

Z00017989-1 3.1507 3.75809 -0.60739 4.049 23.643 0 0 0 U001654 NM_146120.3 NM_146120.3 MGI:95851 Gsn gelsolin

Z00006260-1 3.2042 3.7871 -0.5829 3.827 25.896 0 0 0 U042728 AK160593.1 MGI:88250 Cald1 caldesmon 1

Z00004736-1 3.4781 4.0444 -0.5663 3.683 31.017 0 0 0 U042728 AK148009.1 MGI:88250 Cald1 caldesmon 1

Z00017323-1 2.5914 3.14869 -0.55729 3.608 11.236 0 0 0 U069402 AF138745.1 MGI:1336196 Tsix "X (inactive)-specific transcript, antisense"

Z00008184-1 3.4758 4.0223 -0.5465 3.519 13.051 0 0 1 U033318 NM_029755.1 NM_029755.1 MGI:1343177 Ndp52 nuclear domain 10 protein 52

Z00004742-1 2.4725 3.00079 -0.52829 3.375 16.277 0 0 0 U029486 NM_010514.2 NM_010514.2 MGI:96434 Igf2 insulin-like growth factor 2

Z00009583-1 3.0259 3.54239 -0.51649 3.284 27.74 0 0 0 U032073 NM_001004363.1 NM_001004363.1 MGI:1925226 Nuak1 "NUAK family, SNF1-like kinase, 1"

Z00001280-1 3.019 3.51679 -0.49779 3.146 22.88 0 0 0 U011036 NM_020520.2 NM_020520.2 MGI:1928738 Slc25a20 "solute carrier family 25 (mitochondrial carnitine/acylcarnitine

translocase), member 20"

Z00014574-1 3.8415 4.3383 -0.4968 3.139 11.753 0 0 1 U003502 NM_011313.2 NM_011313.2 MGI:1339467 S100a6 S100 calcium binding protein A6 (calcyclin)

Z00004852-1 4.3211 4.80439 -0.48329 3.042 34.174 0 0 0 NM_008818.2 NM_008818.2 MGI:97538 Rhox5 reproductive homeobox 5

Z00000336-1 2.9972 3.4615 -0.4643 2.912 21.648 0 0 0 U016689 NM_033073.2 NM_033073.2 MGI:96704 Krt7 keratin 7

Z00010007-1 2.595 3.058 -0.463 2.904 8.443 0 0 0 U006564 NM_007616.2 NM_007616.2 MGI:102709 Cav1 "caveolin, caveolae protein 1"

Z00003373-1 2.4599 2.91279 -0.45289 2.837 14.418 0 0 0 U028843 NM_029614.3 NM_029614.3 MGI:1923703 Prss23 "protease, serine, 23"

Z00002086-1 2.9904 3.4403 -0.4499 2.817 8.95 0 0 1 U010727 AK036172.1 MGI:2444710 Prtg protogenin homolog (Gallus gallus)

Z00018218-1 3.1878 3.63429 -0.44649 2.795 21.126 0 0 0 U032280 NM_178057.2 NM_178057.2 MGI:101761 Hmga2 high mobility group AT-hook 2

Z00016591-1 2.561 2.97379 -0.41279 2.586 6.714 0 0 0 U022807 BC036146.1 MGI:1095418 Tfpi tissue factor pathway inhibitor

Z00018468-1 3.4407 3.8528 -0.4121 2.582 22.571 0 0 0 U022807 NM_011576.1 NM_011576.1 MGI:1095418 Tfpi tissue factor pathway inhibitor

Z00003433-1 3.1095 3.51939 -0.40989 2.569 22.451 0 0 0 U000842 AK169720.1 MGI:88549 Csrp1 cysteine and glycine-rich protein 1

Z00015414-1 2.8508 3.2519 -0.4011 2.518 16.108 0 0 0 U017848 AK031801.1 MGI:1346527 Psmb8 "proteosome (prosome, macropain) subunit, beta type 8 (large

multifunctional peptidase 7)"

Z00019201-1 3.0612 3.46079 -0.39959 2.509 18.767 0 0 0 U025230 NM_007408.3 NM_007408.3 MGI:87920 Adfp adipose differentiation related protein

Z00001000-1 2.9853 3.38479 -0.39949 2.508 18.626 0 0 0 U023945 NM_009673.1 NM_009673.1 MGI:106008 Anxa5 annexin A5

Z00011993-1 2.8112 3.2043 -0.3931 2.472 15.224 0 0 0 U016408 NM_027219.1 NM_027219.1 MGI:1929763 Cdc42ep1 CDC42 effector protein (Rho GTPase binding) 1

Z00006521-1 2.6128 3.00539 -0.39259 2.469 13.71 0 0 0 U043893 NM_001007580.1 NM_001007580.1 MGI:2685630 Gm784 "gene model 784, (NCBI)"

Z00014114-1 2.5687 2.96 -0.3913 2.462 11.327 0 0 0 U022179 NM_009367.1 NM_009367.1 MGI:98726 Tgfb2 "transforming growth factor, beta 2"

Z00003467-1 2.8567 3.2404 -0.3837 2.419 16.614 0 0 0 U016410 NM_009164.2 NM_009164.2 MGI:104603 Sh3bp1 SH3-domain binding protein 1

Z00010026-1 2.8702 3.24789 -0.37769 2.386 15.96 0 0 0 U037990 NM_207654.1 NM_207654.1 MGI:107444 Efna5 ephrin A5

Z00016731-1 2.5921 2.9644 -0.3723 2.356 11.773 0 0 0 U018216 XM_128781.8 MGI:2684937 Lycat lysocardiolipin acyltransferase

Z00000446-1 3.9517 4.3224 -0.3707 2.348 13.216 0 0 0 U016412 NM_008495.2 NM_008495.2 MGI:96777 Lgals1 "lectin, galactose binding, soluble 1"

Z00005188-1 2.7762 3.13819 -0.36199 2.301 10.392 0 0 0 U026967 NM_010228.3 NM_010228.3 MGI:95558 Flt1 FMS-like tyrosine kinase 1

Z00017636-1 2.4961 2.85689 -0.36079 2.295 11.486 0 0 0 U033203 NM_019819.2 NM_019819.2 MGI:1927168 Dusp14 dual specificity phosphatase 14

Z00001443-1 2.626 2.9867 -0.3607 2.294 9.733 0 0 0 U030484 XM_919481.2 MGI:1922973 Amotl1 angiomotin-like 1

Z00017352-1 2.497 2.85679 -0.35979 2.289 7.344 0 0 0 U024487 NM_007651.2 NM_007651.2 MGI:88341 Cd53 CD53 antigen

Z00020495-1 2.4584 2.81419 -0.35579 2.268 10.507 0 0 0

Z00000278-1 2.833 3.18869 -0.35569 2.268 9.916 0 0 0 U006508 NM_130877.2 NM_130877.2 MGI:2157785 Peg10 paternally expressed 10

Z00006634-1 3.6554 4.00839 -0.35299 2.254 20.61 0 0 0 U011306 NM_022032.1 NM_022032.1 MGI:1929938 Perp "PERP, TP53 apoptosis effector"

Z00010868-1 3.5938 3.9442 -0.3504 2.24 20.009 0 0 0 U008793 NM_016754.3 NM_016754.3 MGI:97273 Mylpf "myosin light chain, phosphorylatable, fast skeletal muscle"

Z00019665-1 3.0711 3.42079 -0.34969 2.237 18.098 0 0 0 U032502 NM_008343.2 NM_008343.2 MGI:96438 Igfbp3 insulin-like growth factor binding protein 3

Z00018182-1 2.8281 3.17269 -0.34459 2.211 8.669 0 0 0 U095787 NM_009825.1 NM_009825.1 MGI:88283 Serpinh1 "serine (or cysteine) peptidase inhibitor, clade H, member 1"

Z00016612-1 3.0298 3.3726 -0.3428 2.201 13.145 0 0 0 U022215 NM_198247.1 NM_198247.1 MGI:2443496 Sertad4 SERTA domain containing 4

Z00019839-1 2.5375 2.87809 -0.34059 2.19 6.821 0 0 0 U009285 NM_026840.2 NM_026840.2 MGI:1916047 Pdgfrl platelet-derived growth factor receptor-like

Z00015595-1 2.7335 3.07239 -0.33889 2.182 12.688 0 0 0 U023589 NM_009373.3 NM_009373.3 MGI:98731 Tgm2 "transglutaminase 2, C polypeptide"

Z00006007-1 3.1876 3.5251 -0.3375 2.175 18.303 0 0 0 U003796 NM_010171.2 NM_010171.2 MGI:88381 F3 coagulation factor III

Z00013345-1 3.1186 3.4539 -0.3353 2.164 13.465 0 0 0 U038980 NM_007392.2 NM_007392.2 MGI:87909 Acta2 "actin, alpha 2, smooth muscle, aorta"

Z00012632-1 2.6044 2.93959 -0.33519 2.163 10.394 0 0 0 U000472 AK164360.1 MGI:109282 Speg SPEG complex locus

Z00005309-1 2.8005 3.1354 -0.3349 2.162 11.89 0 0 0 AF195850.1 MGI:1346865 Mapk14 mitogen activated protein kinase 14

Z00016305-1 2.6906 3.02369 -0.33309 2.153 4.616 0 0 1 U019389 NM_008332.2 NM_008332.2 MGI:99449 Ifit2 interferon-induced protein with tetratricopeptide repeats 2

Z00002113-1 2.5397 2.8716 -0.3319 2.147 10.099 0 0 0 U026415 NM_175270.2 NM_175270.2 MGI:1925338 Ankrd56 ankyrin repeat domain 56

Z00008032-1 2.8786 3.20999 -0.33139 2.144 13.76 0 0 0 U001608 NM_145144.1 NM_145144.1 MGI:1919598 2810003C17Rik RIKEN cDNA 2810003C17 gene

Z00018265-1 3.3884 3.7194 -0.331 2.142 19.781 0 0 0 U010696 NM_007585.3 NM_007585.3 MGI:88246 Anxa2 annexin A2

Z00016288-1 3.8085 4.1393 -0.3308 2.141 10.866 0 0 0 Intronic in U001401

Z00019679-1 2.5412 2.8706 -0.3294 2.135 10.705 0 0 0 U021529 AK136875.1 MGI:99454 Irs1 insulin receptor substrate 1

Z00011614-1 3.8785 4.2065 -0.328 2.128 8.724 0 0 1 U001401 NM_011701.3 NM_011701.3 MGI:98932 Vim vimentin

Z00005105-1 2.6466 2.974 -0.3274 2.125 6.165 0 0 0 U016845 NM_011415.2 NM_011415.2 MGI:1096393 Snai2 snail homolog 2 (Drosophila)

Z00000582-1 3.3555 3.68279 -0.32729 2.124 9.501 0 0 0 U358399 #Gm719 "ii44g01.x1 Melton Normalized Mixed Mouse Pancreas 1 N1-MMS1

Mus musculus cDNA clone IMAGE:5944513 3', mRNA sequence"

Z00003834-1 2.5191 2.8458 -0.3267 2.121 10.262 0 0 0 U004030 NM_026582.3 NM_026582.3 MGI:1915401 Gpr177 G protein-coupled receptor 177

Z00004618-1 3.0087 3.33479 -0.32609 2.118 15.204 0 0 0 U006614 XM_284175.6 MGI:95557 Flnc "filamin C, gamma (actin binding protein 280)"

Z00005050-1 2.7392 3.0649 -0.3257 2.116 11.373 0 0 0 U001184 NM_178653.2 NM_178653.2 MGI:1924486 Sccpdh saccharopine dehydrogenase (putative)

Z00010781-1 2.565 2.88919 -0.32419 2.109 10.766 0 0 0 U031500 NM_019958.2 NM_019958.2 MGI:1927469 Rgs17 regulator of G-protein signaling 17

Z00010400-1 2.541 2.8632 -0.3222 2.099 7.484 0 0 0 U139891 "H3095D09-3 NIA Mouse 15K cDNA Clone Set Mus musculus cDNA

clone H3095D09 3', mRNA sequence"

Z00007762-1 2.4647 2.78489 -0.32019 2.09 9.834 0 0 0 U022200 NM_007498.2 NM_007498.2 MGI:109384 Atf3 activating transcription factor 3

Z00005131-1 2.8939 3.21269 -0.31879 2.083 7.686 0 0 0 U059209 XM_972850.1 Igk-V19-17 similar to Ig kappa chain V-V region MPC11 precursor

Z00005116-1 3.3965 3.7151 -0.3186 2.082 19.039 0 0 0 U038335 NM_010415.1 NM_010415.1 MGI:96070 Hbegf heparin-binding EGF-like growth factor

Z00015931-1 2.77 3.08749 -0.31749 2.077 12.296 0 0 0 U028764 NM_011046.1 NM_011046.1 MGI:97513 Furin furin (paired basic amino acid cleaving enzyme)

Z00007505-1 2.98 3.2951 -0.3151 2.065 8.784 0 0 0 U036013 NM_008728.2 NM_008728.2 MGI:97373 Npr3 natriuretic peptide receptor 3

Z00016022-1 3.1023 3.4165 -0.3142 2.061 16.261 0 0 0 U028548 AF011750.1 MGI:1098729 Emp3 epithelial membrane protein 3

Z00006558-1 3.066 3.3797 -0.3137 2.059 16.092 0 0 0 U015989 NM_134082.3 NM_134082.3 MGI:2446173 Farp1 "FERM, RhoGEF (Arhgef) and pleckstrin domain protein 1

(chondrocyte-derived)"

Z00020415-1 2.6603 2.9737 -0.3134 2.057 8.456 0 0 0 U036777 NM_007929.2 NM_007929.2 MGI:1098726 Emp2 epithelial membrane protein 2

Z00012027-1 2.721 3.03429 -0.31329 2.057 9.715 0 0 0 U021297 NM_016917.1 NM_016917.1 MGI:1315204 Slc40a1 "solute carrier family 40 (iron-regulated transporter), member 1"

Z00019338-1 2.9655 3.2787 -0.3132 2.056 13.395 0 0 0 U000588 NM_007722.2 NM_007722.2 MGI:109562 Cxcr7 chemokine (C-X-C motif) receptor 7

Z00001201-1 3.5846 3.89769 -0.31309 2.056 17.879 0 0 0 U012897 NM_029564.1 NM_029564.1 MGI:1923531 Tax1bp3 Tax1 (human T-cell leukemia virus type I) binding protein 3

Z00003481-1 2.4909 2.8031 -0.3122 2.052 9.219 0 0 0 U003924 NM_018734.2 NM_018734.2 MGI:1926263 Gbp3 guanylate nucleotide binding protein 3

Z00017720-1 2.8602 3.1722 -0.312 2.051 10.765 0 0 0 U002498 NM_011170.1 NM_011170.1 MGI:97769 Prnp prion protein

Z00018966-1 2.5899 2.90129 -0.31139 2.048 7.935 0 0 0 U051828 NM_175446.3 NM_175446.3 MGI:2442284 B930008K04Rik RIKEN cDNA B930008K04 gene

Z00016300-1 2.6844 2.99399 -0.30959 2.039 6.483 0 0 0 U039691 XM_975492.1 MGI:2685563 Pcdh19 protocadherin 19

Z00012368-1 2.5678 2.8734 -0.3056 2.021 7.176 0 0 0 U016143 NM_008304.2 NM_008304.2 MGI:1349165 Sdc2 syndecan 2

Z00014876-1 3.2094 3.5139 -0.3045 2.016 9.726 0 0 0 U010601 NM_138304.2 NM_138304.2 MGI:1922850 Calml4 calmodulin-like 4

How the deposited data were processed for this re-analysis (not part of the article)

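RNA of wild-type EB5, Rex1+/- RKPG9 and Rex1-/- HP3 and HP4 ES cells was measured on 12 Agilent arrays, 3 per line, with the line in Cy3 and a universal mouse reference RNA in Cy5 on every array. The deposited spot intensities are the mean brightness of each spot and the median brightness of its local background, read with Agilent Feature Extraction 7.5.1 and with nothing subtracted, and the deposited files also hold intensities that this software had corrected for background and dye-normalized. The deposited log10 ratio of each spot is that of Cy5 over Cy3 from the processed signals. The authors' table of levels is on a log10 scale, and it was found to equal minus this ratio plus a mean reference level per probe, without centring, so that higher means more RNA in the line. Between 93.16 and 95.47% of its values lay within 0.01 of that, and the medians of its columns were 2.87 or 2.88. The paper analysed its arrays with the NIA Array Analysis Software.

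The mean signals were corrected by normexp with an offset of 50, normalized within each array by loess, and averaged per probe, with control spots and outlier spots left out. The log2 ratio of Cy3 over Cy5 was computed from the deposited intensities. A linear model in limma 3.58.1 (R 4.3.3, data.table 1.17.8) took all 12 arrays, with 8 residual degrees of freedom and 3.42 prior degrees of freedom, and gave 7 comparisons. A probe was counted at a Benjamini-Hochberg adjusted p under 0.05 and a change of more than 2-fold, and every adjusted p of a gene is from this model. Names were matched with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and plots drawn with matplotlib 3.10.9.

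Of 20280 probes, 8647 were given a current gene symbol through a table of GRCm38.p6 genes. The symbol of the files was current for 4325, an older symbol was updated for 4302, 5 were named through an accession and 15 through the gene cluster in the Additional files. Another 584 kept a symbol not found in that table and 11049 had none. There were 6692 distinct symbols, 1551 of them with more than 1 probe. Where a gene had several probes, the brightest was used for gene lists, and values of other probes are given beside several of the genes. No genome was used here, so no positions are given.

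The named genes are the 10 with the largest rise and the 10 with the largest fall in HP3 against EB5 among probes with a symbol that passed both thresholds with no overlap between arrays, the top 5 each way for HP4 and RKPG9 against EB5, every ES cell gene or marker the paper names, up to 4 members of each gene list with the largest change among those that passed the test, and the 5 probes with the largest change in each Additional file. The Additional files were seen before this rule was written, and the text gives only some of the genes that it names. The 14 gene lists were pluripotency, trophoblast, endoderm, primitive streak and mesoderm, epiblast and neuroectoderm, mesenchymal and contractile cells, polycomb targets, polycomb components, imprinted genes, hedgehog signalling, interferon response and antigen presentation, two-cell-embryo-like genes, p53 and stress response, and reference genes. They were tested with camera over 7118 genes, with a preset correlation of 0.01 and with an estimated one, and with fry, which does not compare a list with other genes. For these tests 1108 spots left out were filled with the mean of their line. The design, the named genes rule, the lists and the alternatives were fixed before the data were examined.

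The alternatives were the processed signals, an offset of 0, no background subtraction, median centring, Aquantile between arrays, the Cy3 channel alone, outlier spots kept, the authors' table, a filter on dim probes, a fit of only 2 groups, no moderation, array weights, the replicate number as a block, and each array left out in turn. A table of levels raised to the lowest mean printed in the Additional files was added after the values were seen. A probe not well above background on all arrays of a line has only a bound there. The number of arrays limits the precision.

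The scripts were tested on simulated data for HP3 against EB5 with 20280 probes. Of 50 probes changed by 1.2 on the log2 scale, 50 were called, as were 50 of 50 at 1.5 and 50 of 50 at 2.5, while 0 of 50 changed by 0.5, under the fold threshold, were called. None of 20069 unchanged probes was called (0), and a list of 11 genes shifted by 0.5 was recovered while 0 of 13 other lists were called. On the real arrays, splits that mixed HP3 with EB5 called up to 4 lists. The simulated 0 is therefore no measure of false list calls on these arrays. The QPCR, blot, embryo and mouse experiments of the paper were not analysed here.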

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

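The tests of the session of the EB5 arrays were chosen after the result was seen. The gene lists of the paper are for HP3 against EB5. From arrays of EB5, HP3 and HP4 it also reports that very few genes differed between the genotypes. The arrays of HP4 and RKPG9 hold changes that it does not list. In RKPG9 against EB5, 106 probes passed both thresholds, and in HP4 against EB5, 59 did. Of the matched features of Additional file 2, 29 were lower past both thresholds in RKPG9 and 28 in HP4. The differences between the effects of the lines against EB5 were tested directly, and 57 probes passed between HP3 and RKPG9, 77 between HP4 and RKPG9 and 5 between HP4 and HP3.

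The lines of 3 arrays each allow 10 splits of a pair of lines, too few for a share under 0.05. Each split was tested in a fit of only 2 groups. The real splits gave 44 probes for HP3 against EB5, 37 of them lower, 59 for HP4 against EB5, 106 for RKPG9 against EB5, 57 for HP3 against RKPG9, 77 for HP4 against RKPG9 and 5 for HP4 against HP3, in each case 1 of 10 splits, with 0 as the highest of the others. For gene lists the real split of HP3 against EB5 gave 4 and the highest other 4 (2 of 10 splits), HP4 against EB5 2 and 2 (6 of 10), RKPG9 against EB5 4 and 1 (1 of 10), HP3 against RKPG9 5 and 1 (1 of 10) and HP4 against RKPG9 5 and 4 (1 of 10). The hedgehog list, called in RKPG9 against EB5 in the fit of all 12 arrays, was not called in the fit of 2 groups. With HP3 and HP4 together against EB5 the real split, 1 of 84, gave 41 and the highest other 9, but arrays of a line are not independent, only 3 of these splits keep the lines whole (41, 9 and 1), too few for a share under 0.05, and the real one also parts the sessions.

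The listed features lower in HP3 than EB5 were about as low in RKPG9, which keeps a Rex1 allele. Their median in HP3 against RKPG9 was -0.02. Loss of Rex1 as the cause was taken here to need -0.48 or lower. The SD of array medians, 0.03, is a spread between arrays and not between lines. In HP4 the median was -0.71 against EB5, past that cutoff, but 0.23 against RKPG9. The comparisons with RKPG9 argue against loss of the remaining allele as the cause for the 66 matched of 86 listed features as a group. They rest on 1 Rex1+/- line, whose own changes cannot be told apart from those of its genotype. The 20 not matched, loss of the first allele and single genes such as Mylpf stay open. The session of the EB5 arrays cannot be told apart from the lines, because EB5 was read alone, and the median in RKPG9 against EB5 was -0.94 (-1.29 to -0.46 over the settings). Fewer differentiating cells in the HP3 culture may also account for part of it. The median of the 29 mesenchymal and trophoblast genes in neither Additional file was -0.13 in HP3 (-0.18 in RKPG9 against EB5 and 0.04 in HP3 against RKPG9), lower in fry but not in camera, which leaves that explanation open, since both tests were required here, more than was set beforehand.

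The listed features higher in HP3 had a median of 0.21 in HP3 against RKPG9, with an SD of array medians of 0.04. Loss of Rex1 as the cause was taken here to need 0.45 or more. In HP4 the median was 0.62 against EB5, past that cutoff, but -0.18 against RKPG9. The comparisons with RKPG9 argue against loss of the remaining allele as the cause for the 17 matched of 30 listed features as a group. They again rest on 1 Rex1+/- line. The 13 not matched stay open, as do single genes such as Meg3 (0.90 in HP3 against RKPG9) and Otx2 (0.70). Of the 17, 6 were lower in HP3 than RKPG9. The median of the 17 in RKPG9 against EB5 was 0.70 (0.15 to 0.90 over the settings). The session of the EB5 arrays, which were read alone, cannot be told apart from the lines. Loss of the first allele stays open and was not tested.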

How the results depend on the processing

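The table raised to the lowest mean of the Additional files was chosen after the values were seen, and the other settings before. Counts of probes past both thresholds were within 1.5 times with outlier spots kept, the filter on dim probes, a fit of only 2 groups and no moderation, and the causes of the larger changes were not tested. Aquantile leaves log ratios unchanged, so its counts were fixed beforehand. With the processed signals of the scanner software the counts were 615 for HP3 against EB5, 1448 for HP4 against EB5, 603 for RKPG9 against EB5, 177 for HP3 against RKPG9, 682 for HP4 against RKPG9, 277 for HP4 against HP3, 898 for HP3 and HP4 together against EB5 and 429 for the overlap of HP3 and HP4. In the same order they were 279, 653, 296, 120, 313, 122, 364 and 160 with an offset of 0, and 16, 26, 33, 15, 43, 7, 15 and 8 without background subtraction. With median centring they were 64, 394, 100, 41, 277, 26, 110 and 57, in the Cy3 channel alone 650, 1866, 569, 175, 597, 169, 1091 and 478, in the authors' table of levels they were 624, 1471, 601, 181, 634, 276, 980 and 429, and in the raised table they were 165, 237, 217, 93, 155, 10, 147 and 97. With array weights HP4 against HP3 gave 3. Leaving out each array in turn gave 41 to 52, 58 to 63, 101 to 110, 55 to 64, 77 to 87, 2 to 10, 39 to 43 and 30 to 33, where HP4 against HP3 gave 10 without HP3 replicate 1 and 2 without HP4 replicate 1.

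The split into higher and lower probes moved by over 10 percentage points for RKPG9 against EB5 with median centring, to 18 and 82, and in the authors' table, to 281 and 320. For HP3 against RKPG9 it moved to 16 and 25 with median centring and to 115 and 60 in the Cy3 channel alone, and for HP4 against RKPG9 to 6 and 271 and to 289 and 308. For HP4 against HP3 it moved from 0 and 5 to 84 and 193 with the processed signals, 27 and 95 with an offset of 0, 28 and 141 in the Cy3 channel alone, 86 and 190 in the authors' table, 3 and 7 without HP3 replicate 1 and 2 and 4 without HP4 replicate 3, and the majority turned at 5 and 2 without background subtraction. In the raised table it was 80 and 85 for HP3 against EB5, 87 and 150 for HP4 against EB5, 85 and 132 for RKPG9 against EB5 and 49 and 98 for both lines together.

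The correlation of levels was 0.9784 with an offset of 0, 0.9889 without background subtraction, 0.9789 in the Cy3 channel alone, 0.9602 in the authors' table, 0.9905 in the raised table, 0.9826 with the filter on dim probes, and 0.9824 to 0.9848 with 1 array left out. The median of the listed higher features in HP4 against RKPG9 turned to 0.02 in the authors' table, the raised table and without HP4 replicate 1 (-0.24 to 0.02 with 1 array left out), and that of the listed lower features turned to -0.09 with the processed signals, -0.06 with an offset of 0, -0.03 with median centring, -0.10 in the Cy3 channel alone, -0.09 in the authors' table and -0.07 in the raised table. A turn of a gene's direction is counted where it passed the test under at least 1 of the settings compared.

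Zfp42 at probe A_65_P04151 in HP3 against EB5 was -0.41 without background subtraction, -0.20 with median centring and -0.86 in the Cy3 channel alone, and at A_65_P04537 -0.32 without background subtraction and -0.75 in the Cy3 channel alone. In HP4 against EB5 it was -0.25 with the processed signals, -0.31 with an offset of 0 and -0.26 in both tables at A_65_P04151, and -0.29 with the processed signals and -0.30 in both tables at A_65_P04537. In RKPG9 against EB5 it was 0.19 without background subtraction at A_65_P04537. In the Cy3 channel alone, HP3 against EB5, Nanog turned to -0.36, Fgf4 to -0.41, Fbxo15 to -0.47, Mybl2 to -0.10 and Gbx2 to -0.42. Sox15 turned to 0.31 with the processed signals and 0.29 in both tables, and in HP4 against EB5 Dnmt3b to -0.24 with median centring and Nanog to -0.33 without background subtraction, -0.36 with median centring and -0.57 in the Cy3 channel alone. In HP4 against RKPG9, Dusp14 turned to -0.32 with the processed signals, -0.33 in the authors' table and -0.31 in the raised table, Anxa3 to 0.09 and Krt8 to 0.41 without background subtraction, and Krt18 to -0.02 with median centring. Phc1 in HP4 against EB5 turned to -0.32 with median centring. Otx2 in RKPG9 against EB5 turned to -0.10 without background subtraction and -0.43 in the Cy3 channel alone.

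The number of gene lists called in HP3 against EB5 was 7 with median centring, 2 in the Cy3 channel alone, 0 with an estimated correlation, 13 with fry and 2 without members in the Additional files (4 with 1 array left out). In HP4 against EB5 it was 0 without background subtraction, 5 with median centring, 0 with an estimated correlation, 12 with fry, 0 without those members and 1 to 2 with 1 array left out, 1 being without HP4 replicate 2. In RKPG9 against EB5 it was 0 with an estimated correlation, 13 with fry and 3 without those members (4 to 6), and in HP3 against RKPG9 0, 8 and 3 (4 to 5). In HP4 against RKPG9 it was 0 with the processed signals, an offset of 0, both tables and the filter on dim probes, 2 in the Cy3 channel alone, 0 with an estimated correlation, 11 with fry and 3 without those members (4 to 6). In camera, primitive streak and mesoderm in HP3 against EB5 turned higher with median centring (adjusted p = 0.036, from 0.036 to 1 over its camera alternatives). With fry, polycomb target developmental regulators in HP3 against EB5 turned lower (adjusted p = 0.00012, from 0.00012 to 1 over fry and the camera alternatives), as did the same list in HP4 against EB5 (adjusted p = 0.0074, from 2.6e-09 to 0.95), pluripotency in HP4 against EB5 (adjusted p = 0.029, from 0.029 to 0.96), polycomb components in HP3 against EB5 (adjusted p = 0.002, from 0.002 to 0.95) and imprinted genes in HP3 against EB5 (adjusted p = 2e-05, from 2e-05 to 0.95), the alternatives' own question being another, since fry sets no list against other genes.

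Arrays share only a replicate number. Of 18 pairs of arrays with the same number, 4 had a correlation over 0.1 (-0.18 to 0.19), and in 10 of the 18 the array of the first line was nearest, among the 3 of the second, to the one with its own number. With the replicate block the counts were 44 for HP3 against EB5, 59 for HP4 against EB5, 106 for RKPG9 against EB5, 57 for HP3 against RKPG9, 77 for HP4 against RKPG9 and 4 for HP4 against HP3. The extraction session as a block was not run, since EB5 was read alone in its session. Signal over background limits dim probes, of which HP4, with 85.3 to 86.1% of probes well above background in Cy3, had more than EB5. The reference RNA in Cy5 also differed, at 92.2 to 93.9% on HP4 arrays and 99 to 99.2% on EB5 arrays. This difference therefore cannot be ascribed to the lines alone.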

Differences from the paper's values

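The counts are set beside the paper's at its stated thresholds. The paper gives 116 genes that differ between HP3 and EB5, and 44 probes passed here. Of the 13 alternatives set before the data were examined, which gave 16 to 650, none came within 1.5 times of it. The raised table, chosen after seeing the values, gave 165, which is within, and it drops 3 of the paper's 83 matched features. The paper gives 30 higher genes, and 7 probes were higher here, 1 to 323 under those alternatives, none within, and 80 in the raised table, not within. The paper gives 86 lower genes, and 37 probes were lower here, 15 to 479 under those alternatives, of which median centring, with 60, was within, as was the raised table, chosen after seeing the values, with 85.

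For Krt18 the paper's fold is 9.722 at the feature matched to A_65_P07952 and 9.611 at that matched to A_65_P11459, and the folds here were 4.90 and 6.06. Both came within with the processed signals, an offset of 0, the Cy3 channel alone and the authors' table, and A_65_P11459 also with median centring, but with none of the other alternatives set before the data were examined. For Thbs1 the paper's fold is 7.568 and the fold here was 4.06, within with the processed signals, an offset of 0, the Cy3 channel alone and the authors' table and not with the others. The raised table, chosen after seeing the values, gave 9.72, 9.61 and 8.13, all within.

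Of the 83 matched features that the paper calls, 32 passed both thresholds here, 12 without background subtraction, 41 with median centring, 38 in the Cy3 channel alone, 70 with an offset of 0, 78 with the processed signals, 80 in the authors' table and 80 in the raised table, chosen after seeing the values. Features were matched to probes by their difference in the authors' table, which derives from the processed signals, so the counts and the Krt18 and Thbs1 folds with the processed signals and in both tables were largely fixed by the matching. The fitted log2 change was a median of 0.797 times the paper's.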

Other observations

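Of 11 measured genes of hedgehog signalling, 3 rose in the Rex1+/- line, 1 fell and 7 did not pass (4 higher and 1 lower when adjusted over the list alone). In RKPG9 against EB5, the transcription factor Gli1 rose by 1.82 on the log2 scale, the hedgehog-binding protein Hhip by 1.59, and the receptor Ptch1 was 3.04-fold higher. Within one session, HP3 against RKPG9, Gli1 fell by 0.84 and Ptch1 by 0.73 and Hhip was 2.29-fold lower, and in HP4 against RKPG9 Gli1 fell by 1.07, Ptch1 by 1.25 and Hhip by 1.40. Tcl1, a coactivator of Akt, rose by 1.24 in RKPG9. Tcstv1, a gene of cells that resemble the two-cell embryo, fell by 2.15 and Cdkn1c, an imprinted inhibitor of the cell cycle, by 1.19. Tcstv1 was higher than in RKPG9 by 2.26 in HP3 and by 1.25 in HP4. The DNA methyltransferase Dnmt3b fell by 0.73 in RKPG9 against EB5. In RKPG9 against EB5 camera called the pluripotency list higher (adjusted p = 0.0047; adjusted p = 0.20 with an estimated correlation), the hedgehog list higher at a median of -0.03 and a mean of 0.41 (adjusted p = 0.042; 0.16 with an estimated correlation), and the mesenchymal (adjusted p = 2.1e-07; 0.16), interferon (adjusted p = 0.008; 0.34) and p53 lists (adjusted p = 0.0017; 0.16) lower. The mesenchymal call was lost without its members in the Additional files, which hold 17 of 31, and the pluripotency call in the Cy3 channel alone. The hedgehog call was lost without its members in the Additional files, with the processed signals, an offset of 0, the Cy3 channel alone, both tables, a fit of only 2 groups, the replicate block and all probes of each gene, and without HP4 replicate 1 or HP4 replicate 2.

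In HP3 against RKPG9, within one session, camera called the imprinted genes higher, with 10 of 18 higher and 3 lower (adjusted p = 0.034; adjusted p = 0.17 with an estimated correlation), the epiblast list higher (adjusted p = 0.034; 0.27), the two-cell list higher (adjusted p = 0.027; 0.17), the p53 list higher (adjusted p = 0.025; 0.17) and the hedgehog list lower (adjusted p = 0.025; 0.17). Of these, the epiblast and hedgehog calls were lost without members in the Additional files, the epiblast call also with the processed signals, an offset of 0, the raised table and without HP3 replicate 2, the imprinted call without background subtraction and the two-cell call in a fit of only 2 groups. In HP4 against RKPG9 it called the pluripotency list lower, with 13 of 24 lower and 4 higher (adjusted p = 0.023; 0.44 with an estimated correlation), and the mesenchymal list (adjusted p = 0.023; 0.47), the interferon list (adjusted p = 0.023; 0.47), the p53 list (adjusted p = 0.023; 0.34) and the epiblast list (adjusted p = 0.049; 0.44) higher, and all 5 were lost with the processed signals, an offset of 0, both tables and the filter on dim probes. All but the epiblast call were also lost in the Cy3 channel alone, the mesenchymal, interferon and p53 calls with median centring, the interferon and epiblast calls without members in the Additional files, and the epiblast call without background subtraction and without RKPG9 replicate 1, RKPG9 replicate 2, HP3 replicate 2 or HP4 replicate 2. In HP4 against EB5 the epiblast list was higher (adjusted p = 0.024; 0.52) and the mesenchymal list lower (adjusted p = 4.8e-05; 0.52), both lost without background subtraction and without members in the Additional files, and the epiblast call also in the Cy3 channel alone and without HP4 replicate 2.

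Both Rex1-/- lines differed from both EB5 and RKPG9 past both thresholds at 4 probes, all lower, chosen here after their values were seen. In HP3 against EB5, HP4 against EB5, HP3 against RKPG9 and HP4 against RKPG9 the log2 changes were -1.57, -1.28, -1.68 and -1.40 for S100a6, a calcium-binding protein whose reference spot was saturated on all 12 arrays, so that these ratios are not exact, -2.72, -2.51, -1.28 and -1.07 for Anxa3, the last of which turned to 0.09 without background subtraction, -1.09, -1.23, -1.39 and -1.52 for A_65_P02837 and -1.01, -1.70, -1.66 and -2.35 for A_65_P14464. In the Cy3 channel alone S100a6 changed by -1.64, -1.44, -1.67 and -1.48 in that order, and without background subtraction its change in HP4 against EB5 was -0.86, under 2-fold. No probe was higher in all 4 comparisons (0 in limma), while by the adjusted p alone 388 were higher and 580 lower. Between HP4 and HP3, A_65_P15789 (-1.17), Tcstv1 (-1.01), the myelin and lymphocyte protein Mal (-1.02), A_65_P06115 (-1.04) and the synaptonemal complex protein Sycp3 (-1.20) were lower in HP4, also chosen after their values were seen. Of these 5, 3 passed both thresholds with the processed signals, outlier spots kept or array weights, 2 with an offset of 0, median centring, the Cy3 channel alone, the authors' table or without HP4 replicate 1, and 1 without background subtraction, and those settings called up to 277 probes, 84 higher and 193 lower with the processed signals and 5 higher and 2 lower without background subtraction. By the adjusted p alone, Mal no longer passed in the Cy3 channel alone, without moderation or without HP3 replicate 3, and Sycp3 in the authors' table.

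HP3 and HP4 shared 31 probes past both thresholds against EB5, 0 higher and 31 lower. Independent lists would share 0.000346 higher and 0.104 lower, a figure that leaves out that both lines share the EB5 arrays. Simulated unchanged lines against the same EB5 arrays shared at most 0. That was close to fixed beforehand, since 0 of 20069 unchanged probes were called in simulated data. The changes of HP3 and HP4 had an r of 0.689 across 20235 probes, which are not independent, against 0.506 in the simulations. Their covariance was 0.0299 against 0.00201, a difference of 0.0279. HP3 and RKPG9 shared 25, 1 higher and 24 lower, where independent lists would share 0.0107 and 0.135, with an r of 0.632 and a difference in covariance of 0.0262. The 3 EB5 arrays cannot be split, and all of these comparisons also part the sessions. None of these figures can therefore tell a shared effect of the Rex1 genotype from an offset of the EB5 arrays. The first principal component, 34.5% of the variance, parted RKPG9 from HP4 and the second, 30.2%, parted EB5 from the other lines.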
